# Identifying the therapeutic potential of niclosamide in overcoming IFN-gamma dependent cancer immune evasion in the tumor microenvironment

**DOI:** 10.3389/fimmu.2026.1761715

**Published:** 2026-03-16

**Authors:** Yue Zhang, En Cai

**Keywords:** cancer immunotherapy, cancer stem cells, IFN-γ, immune evasion, niclosamide, PD-L1, STAT1, STAT3

## Abstract

**Introduction:**

Tumor cells frequently develop immune resistance through interferon-γ (IFN-γ)–induced PD-L1 expression, acquisition of cancer stem cell (CSC)–like features, and adaptation to hypoxia within the tumor microenvironment (TME). Although IFN-γ activates both STAT1 and STAT3, how these pathways interact to regulate immune evasion under hypoxia remains unclear.

**Methods:**

Using the MC38 murine colorectal cancer model and T cell–tumor spheroid co-culture assays, we examined how IFN-γ signaling through STAT1 and STAT3 regulates PD-L1 expression, CSC plasticity, and cytotoxic T cell function under normoxic and hypoxic conditions. Pharmacologic inhibitors and siRNA-mediated knockdown were used to dissect pathway function. Niclosamide, an FDA-approved anthelmintic, was evaluated as a dual STAT1/STAT3 inhibitor.

**Results:**

IFN-γ primarily induced PD-L1 expression through STAT1 activation, whereas CSC plasticity was associated with STAT3 signaling. STAT1 and STAT3 displayed reciprocal regulation, whereby inhibition of one enhanced activation of the other. Niclosamide effectively inhibited phosphorylation of both STAT1 and STAT3, resulting in suppressed PD-L1 upregulation, reduced CSC enrichment, and partial inhibition of hypoxia-induced HIF-1α expression. In co-culture assays, Niclosamide enhanced T cell infiltration, reduced exhaustion under hypoxic conditions, and improved T cell–mediated tumor killing.

**Discussion:**

These findings identify Niclosamide as a potent dual STAT1/STAT3 inhibitor capable of reversing IFN-γ– and hypoxia-driven immune evasion. Repurposing Niclosamide may represent a promising strategy to enhance the efficacy of immune checkpoint blockade in solid tumors.

## Introduction

Over the past decade, cancer immunotherapy, which aims to restore immune function within the tumor microenvironment (TME), has achieved remarkable success in cancer treatment (1, 2). Therapies like immune checkpoint blockade (ICB) have demonstrated durable responses in some patients with advanced malignancies. Nevertheless, only a subset of patients (around 30%) with certain solid tumors benefits from ICBs, while most patients exhibit minimal response to these treatments (3–5). Understanding the mechanisms of immune evasion and identifying new therapeutic targets remain critical for improving treatment outcomes.

Tumor cells employ multiple strategies to escape immune surveillance. One major mechanism is programmed cell death ligand 1 (PD-L1) upregulation, which inhibits cytotoxic T cell (CTL) function (6, 7). Another mechanism is the development of cancer stem cell (CSC)–like properties, which confer resistance to therapy and drive recurrence (8, 9). In addition, hypoxia is a hallmark of the TME that profoundly reshapes cellular metabolism, promotes PD-L1 expression via hypoxia-inducible factors (HIFs), and suppresses CTL and NK cell functions (10).

During immune responses, T cells release type II interferon (IFN-γ), which is a glycosylated protein that facilitates tumor rejection by modulating systemic anti-tumor immunity (11, 12). However, studies reveal a dichotomous nature of IFN-γ: while it enhances immune functions, it also helps cancer cells evade immune attacks. Specifically, IFN-γ stimulation has been shown to increase cytoplasmic expression of PD-L1 (13, 14) and elevate cancer cell stemness (15, 16). Both the PD-1/PD-L1 axis and CSCs play crucial roles in enabling tumor cells to escape anti-tumor immunity across various cancers (17–19). IFN-γ activates downstream Janus kinase/signal transducer and activator of transcription (JAK/STAT) signaling, primarily STAT1 and STAT3, which regulate overlapping gene networks involved in immune evasion (20–22). Therefore, there is an urgent need for therapeutic strategies that inhibit IFN-γ’s effects on cancer immune evasion while preserving its role in facilitating CTL and natural killer (NK) cells in eliminating tumors.

Here, we examined the fine-tuning of the IFN/JAK/STAT pathway under normoxic and hypoxic condition, and identified the specific STAT pathway that drive PD-L1 upregulation and CSC transformation, respectively. Using a mouse colon cancer model, our study reveals a reciprocal relationship between STAT1 and STAT3 activities in cancer cells (MC38). Specifically, inhibition of STAT1 signaling leads to a significant enhancement in STAT3 activation, and conversely, blocking STAT3 activity results in increased STAT1 signaling. Both transcription factors, STAT1 and STAT3, regulate overlapping sets of target genes, many of which play crucial roles in immune evasion mechanisms. This dynamic interplay suggests that the balance between STAT1 and STAT3 could be a critical factor in shaping the immune microenvironment within tumors, potentially influencing cancer progression and resistance to immune-mediated therapies. Furthermore, in evaluating pharmacological methods to block STAT1/STAT3 activities, we identified an anthelmintic drug, Niclosamide, which inhibits the activity of both STAT1 and STAT3, and partially blocks the upregulation of hypoxia-inducible factor 1α (HIF-1α) protein induced by hypoxia. The co-culture study of primary murine T cells and 3D tumor spheroids model further confirmed that Niclosamide could enhance T cell infiltration and reduce T cell exhaustion under a hypoxic TME. Together, our study reveals Niclosamide as a promising candidate for repurposing in cancer immunotherapy to overcome IFN-γ and hypoxia-induced immune evasion.

## Methods

### Cell culture and compounds

MC38 and MC38-OVA cell lines were gifts from Robert Eil lab at OHSU. Both MC38 and MC38-OVA cell line were maintained in DMEM Medium (Gibco, Gaithersburg, MD, USA), supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. Primary OT1 mouse T cells were prepared from lymph nodes and spleens of OT-I TCR transgenic mice (6–10 weeks old), and were maintained in RPMI-1640 Medium (Gibco, Gaithersburg, MD, USA), supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin and 50 *μ*M *β*-mercaptoethanol (complete RPMI). Splenocytes were incubated in complete RPMI with 100 ng/mL SIINFEKL peptide for 30 minutes at 37 °C and then washed three times. Lymphocytes and splenocytes were then mixed at 1:1 ratio at 2 million cells/mL in complete RPMI and maintained at 37 °C 2% CO_2_. Interleukin-2 (HIL2-RO, Roche) were added to the cell culture on day 2 at a final concentration of 10 U/mL. Cells were replenished with fresh media and IL-2 every 2 days and used from day 4 to day 7. Mouse IFN gamma Recombinant Protein were purchased from MilliporeSigma (Sigma-Aldrich, USA). STAT1 inhibitor Fludarabine (F-ara-A, NSC 118218) (MedChemExpress, Cat. No.: HY-B0069) and STAT3 inhibitor Niclosamide (BAY2353, MedChemExpress, Cat. No.: HY-B0497) were purchased from MedChemExpress (Monmouth Junction, NJ, USA).

For cell cultured under hypoxic conditions, cells were maintained in the Heracell™ VIOS 160i Tri-Gas CO2 Incubator from Thermo Fisher Scientific (Waltham, MA), and nitrogen gas were connected to the incubator to make the oxygen concentration down to 1.5% inside the chamber. For normoxia condition, the oxygen concentration is 20%, as detected by oxygen sensor.

### Animals

C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1) mice (6–8 weeks of age, both sexes) were purchased from the Jackson Laboratory. Mice were housed under specific pathogen–free conditions with controlled temperature, humidity, and a 12-h light/dark cycle, with food and water provided ad libitum.

### Euthanasia and tissue collection

Mice were euthanized using CO_2_ inhalation (gradual-fill method) followed by cervical dislocation to ensure death, in accordance with AVMA guidelines. After euthanasia, peripheral lymph nodes were aseptically harvested for downstream T-cell isolation.

### All animal-related studies have adhered to the ARRIVE guidelines

#### Primary CD8^+^ T-cell Isolation

Single-cell suspensions were prepared from harvested lymph nodes by mechanical dissociation through a 70-µm cell strainer. Red blood cells were removed using ACK lysing buffer when necessary. CD8^+^ T cells were isolated using a negative-selection magnetic bead kit (stem cell), according to the manufacturer’s protocol. Purified primary CD8^+^ T cells were used immediately for co-culture experiments with tumor spheres.

#### Formation of co-culture tumor spheroids

MC38OVA (or MC38) tumor spheroids were generated by seeding 1x104 cells per well on Costar ultra-low attachment (Corning) round bottom 96 wells plates in the 3D Tumorsphere Medium XF (PromoCell). 7 days later, 1x105 total or CD8 sorted mouse primary T cells were labeled with ViaFluor^®^ 650 SE Cell Proliferation Dye, then added with the spheroids to perform co-culture. Spheroids were gently resuspended and left to sediment to the bottom of the Eppendorf tube. These steps were repeated 2 times with PBS in order to wash the spheroids from the non-infiltrating immune cells. Spheroids were then break down mechanically to obtain a single cell suspension for further analyzed by flow cytometry.

#### IFN-γ, fludarabine and niclosamide treatment

5ng/ml IFN-γ treatment for 24 hours were used for most of our experiments, except the experiments with IFN-γ dose and time comparison (**Figures 1K**; **Supplementary Figure 1**). 5 µM of Fludarabine and 0.5 µM niclosamide treatment were used for the experiments shown in **Figures 2**–**4**, these doses were selected based on prior studies demonstrating effective STAT inhibition without overt cytotoxicity.

**Figure 1:**
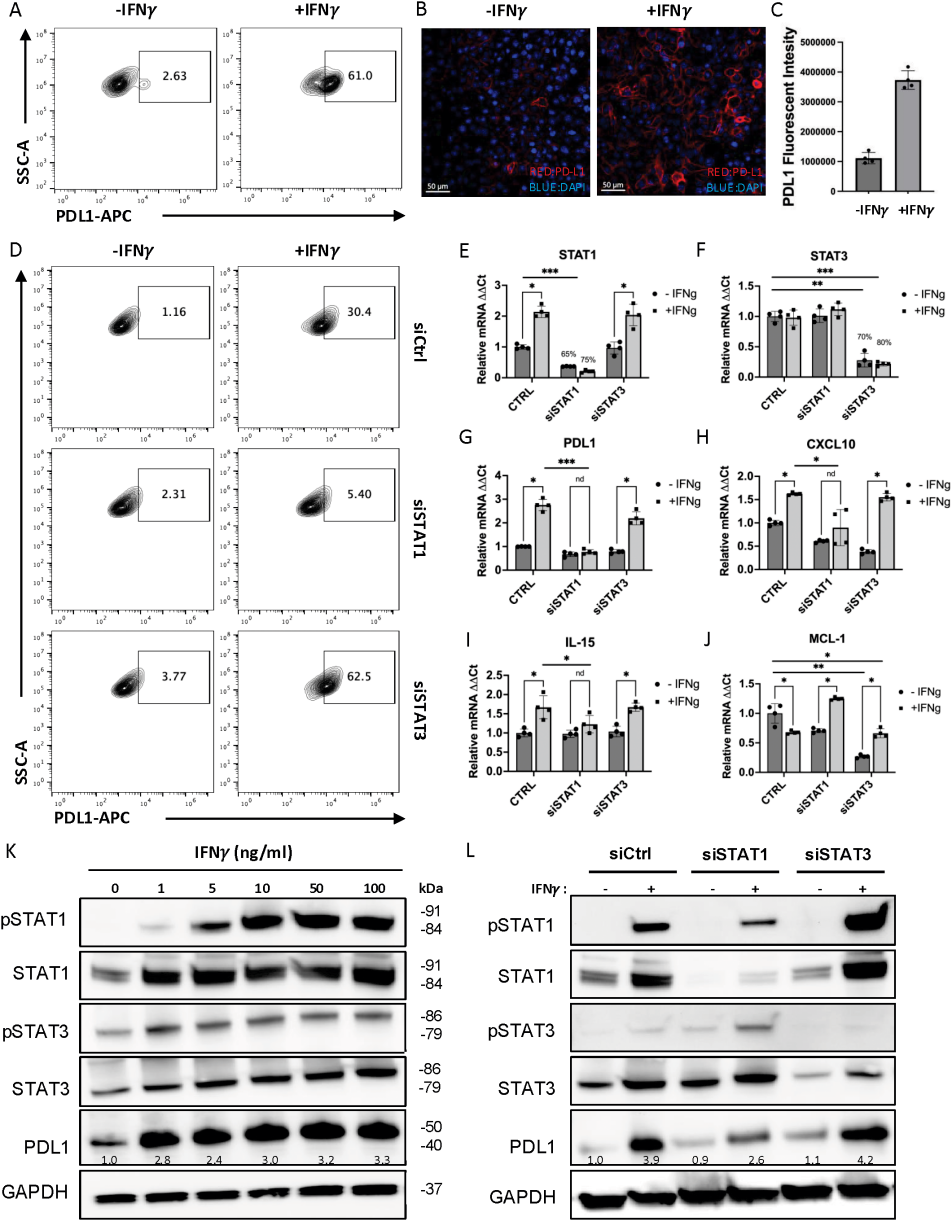
IFNγ up-regulate PD-L1 expression in MC38 cells through IFN-STAT1 signaling. PD-L1 expression on MC38 cell surface was significantly increased in the presence of IFN-γ analyzed by flow cytometry **(A)** and by immune fluorescent staining **(B-C)** at 24 hours. **(D)** When treated with siRNA of STAT1, the up-regulation of PD-L1 was significantly reduced, while siRNA of STAT3 has an opposite effect. **(E, F)** The small interfering RNA reaches a sufficient knock down of STAT1 and STAT3, as shown by real-time PCR assay. **(G-I)** The mRNA of STAT1 target genes such as CXCL10 and IL-15 shown similar trend of regulation by IFN-γ as PD-L1. **(J)** The mRNA of STAT3 target gene, MCL-1, shown totally different regulation under normal condition and under treatment of siRNAs. **(K, L)** The expression of STAT1/STAT3 normal and phosphorylated proteins, and PD-L1 proteins in MC38 cell lines were measured by Western blotting with different dose of IFN-γ stimulation **(K)** or after knocking down of STAT1 (siSTAT1) or STAT3 (siSTAT3) **(L**). The number on the image indicates the relative abundance of PD-L1 protein (fold of control). The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, ***p<0.001.

**Figure 2:**
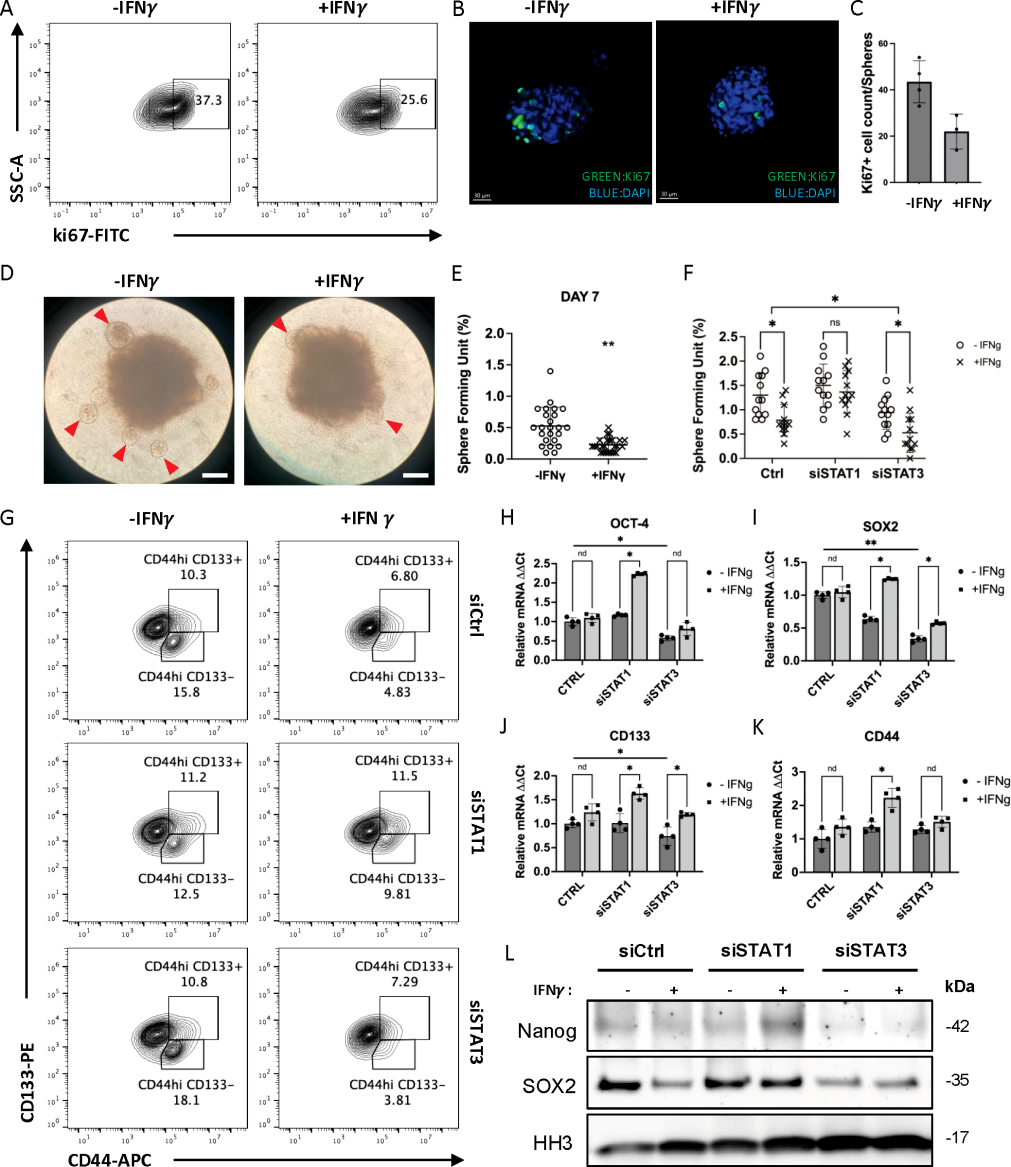
IFN-γ modulate cancer cell stemness in MC38 cells indirectly through IFN-STAT3 pathway. **(A-C)** Ki-67 expression in the MC38 tumor spheres was significantly reduced in the presence of IFN-γ analyzed by flow cytometry and immune fluorescence. **(D, E)** The tumor sphere forming unit induced in the MC38 cells were also reduced in the presence of IFN-γ (Arrowhead: tumor spheroid. Scale bar: 200μm). **(F)** When MC38 cells were pre-treated with siRNA of STAT1/STAT3, the SFU show different changes. **(G)** When MC38 cells were pre-treated with siRNA of STAT1/STAT3, both the CD44^hi^CD133- and CD44^hi^CD133+ cell population show different trend of regulation by IFN-γ. **(H-K)** The mRNA of cancer stem cell markers was measured by real-time PCR. **(L)** The expression of cancer stem cell marker proteins in cell nucleus was measured by Western blot. The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, nd, no significant difference.

**Figure 3:**
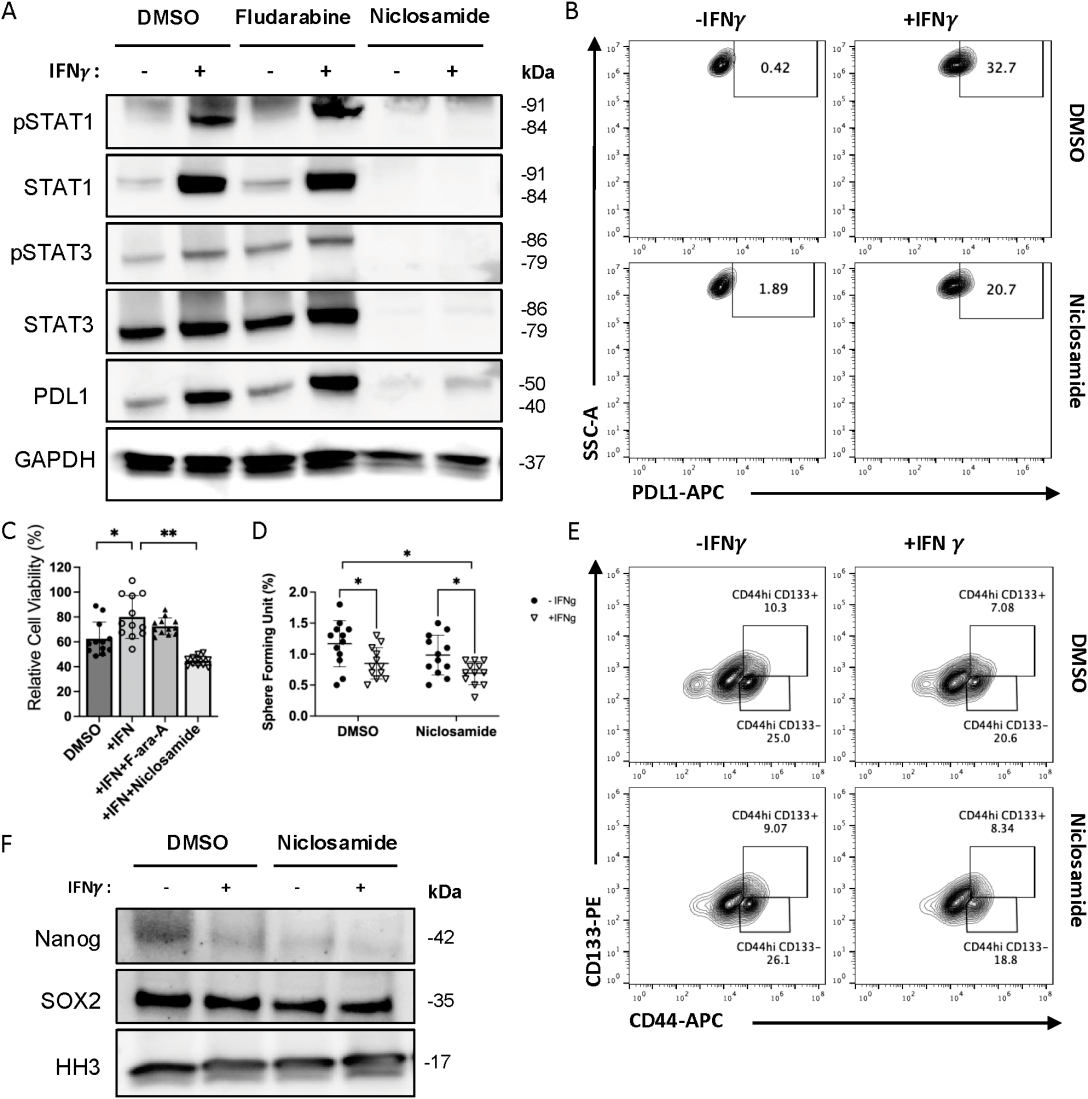
Niclosamide has inhibition effect on both STAT1 and STAT3, which blocks IFN-γ-induced PD-L1 up-regulation in MC38 cells while also reduces CSCs formation. **(A)** The expression of STAT1/STAT3 signaling pathway and PD-L1 proteins in MC38 cell lines with Fludarabine and Niclosamide treatment was measured by Western blot. **(B)** The surface PDL1 expression level was measured by FACS with IFN-γ and Niclosamide treatment. **(C)** The cell viability of MC38 when co-cultured with T cells and pre-treated with Fludarabine (F-ara-A) or Niclosamide were measured by CCK8 assay. **(D)** The sphere forming units induced in MC38 cells was measured with or without Niclosamide treatment. **(E)** The cell population of CD44^hi^CD133+ in MC38 treated with Niclosamide was measured by FACS. **(F)** The expression of cancer stem cell marker proteins in cell nucleus was measured by Western blot. The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, ***p<0.001.

**Figure 4:**
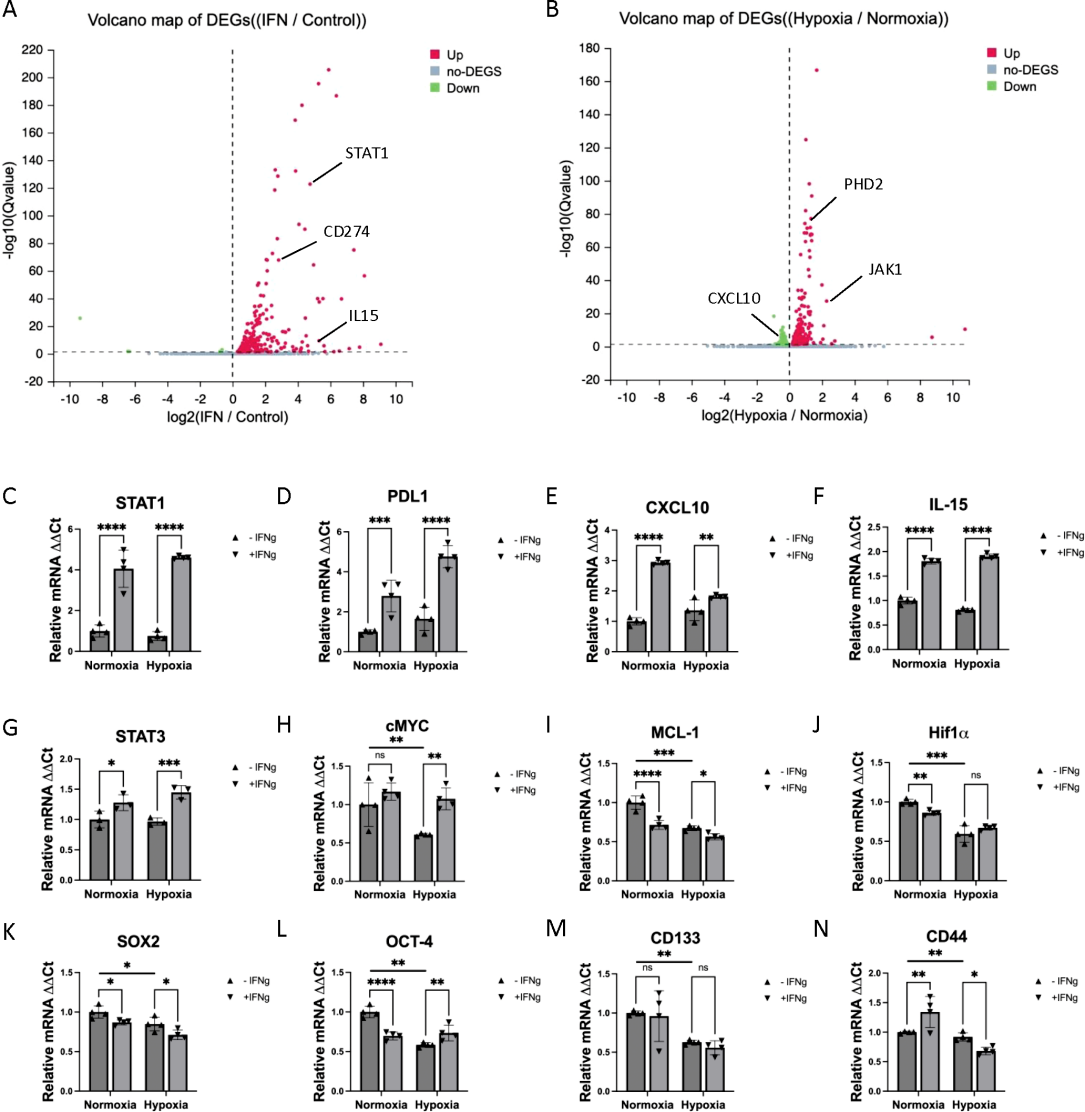
RNA-sequencing analysis from total RNA sample of MC38 cells treated with IFN-γ. **(A)** The volcano map of DEGs from RNA-sequencing analysis comparing IFN-γ-treated group to control group. **(B)** The volcano map of DEGs from RNA-sequencing analysis comparing hypoxia group to normoxia group. **(C-N)** The real-time PCR validation of various genes show changes in the RNA-sequencing. The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

#### Quantitative real-time PCR

Total RNAs were isolated from cell lysate or mouse tissue with TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). The expression levels of multiple mRNAs were detected by quantitative real-time PCR using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, US) and the LightCycler^®^ 480 System (Roche, Indianapolis, IN, USA). Primers used for Quantitative RT-PCR were shown in **Supplementary Table 1**.

#### Western blot

Total proteins were extracted from cultured cells with radio-immunoprecipitation assay (RIPA) buffer (Thermo Fisher Scientific, Waltham, MA, USA) plus fresh protease and phosphatase inhibitors (Roche, Indianapolis, IN, USA). Proteins (10-20μg) were loaded to each lane and separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis. Proteins were then transferred to a 0.45 µm pore size PDVF membrane (Bio-Rad, Hercules, CA, US), followed by immunodetection of target proteins using specific antibodies with chemiluminescent detection. The developed films were quantified with FIJI (ImageJ) software, relative protein abundance was normalized to GAPDH, beta Actin or Histone H3, and then normalized to the first lane (control group), calculated as fold of control. The antibodies used in Western blot were listed in **Supplementary Table 2**.

#### Flow study

Cell suspensions of MC38 or primary T cells were incubated with the different combinations of antibodies (for MC38: PD-L1, CD133, CD44, B7H4, For T cells: CD45, CD8, PD1, Tim3) on ice for 30 minutes. Then the samples were washed and fixed after cell surface staining according to the manufacturer’s description in fixative buffer(eBioscience). All antibodies were purchased from BD Biosciences and flow data were collected on a BD Accuri C6 Plus Flow Cytometer (BD Biosciences). The antibodies used in flow study were also listed in **Supplementary Table 2**.

The data were analyzed using the FlowJo software (Tree Star Inc.).

#### Immunofluorescence

For immunofluorescence, cultured cells or tumor spheres were rinsed with 0.1% TX-100 in PBS (PBST) three times, blocked with 1% goat serum and 2% BSA in PBS at room temperature for 1 h and then incubated with the primary antibody conjugated with fluorescence. Then the slides were washed 3 times with PBST, and mounted with Fluoromount-G™ Mounting Medium (Invitrogen™). Fluorescent images were captured with All-in-One Fluorescence Microscope BZ-X800 (Keyence, Ōsaka, Japan). The primary antibodies used in the immunofluorescence were shown in **Supplementary Table 2**.

### RNA sequencing

RNA-seq of IFN-γ treated MC38 cells was performed by Innomics Inc. (One Broadway, 14th FL, MA) using DNBSEQ Eukaryotic Strand-specific Transcriptome Resequencing. The RNA-seq experiment was performed with a single biological sample per condition: control vs IFN-γ treatment, normoxia vs hypoxia. Alignment of raw sequencing reads was performed using Hisat2 software. The DNBSEQ package was used to find differentially expressed genes, and differentially expressed genes with P < 0.05 were used to perform cluster analysis and enrichment analysis with ClusterProfiler package in the R program.

#### Statistics

Data were presented as mean ± SEM. Statistical analysis was performed with GraphPad Prism 10.0 software (GraphPad Software, San Diego, CA). Comparison between experimental variables was performed using one-way or two-way ANOVA followed by a Tukey *post hoc* test. Significance levels were denoted as *p <0.05, **p < 0.01, or ***p <0.001.

#### Study period

2023. June -2025.September.

## Results

### IFN-γ induced PD-L1 expression through STAT1 pathway

In this study, we used the mouse colon cancer cell line MC38 as a model to study the effects of IFN-γ treatment. Consistent with previous literature reports, we found a significant increase in PD-L1 expression on MC38 cells following treatment with IFN-γ, as shown by both flow cytometry (**Figure 1A**) and immunofluorescent staining images (**Figure 1B, C**). The upregulation of cell surface PD-L1 occurred in a dose and time-dependent manner (**Supplementary Figure 1A, B**). In addition, PD-L1 upregulation was also observed in induced MC38 tumor spheres, which exhibited more CSC features (increased population with CD44+CD133+ expression) compared to adherent MC38 cells (**Supplementary Figure 2A, B**).

To access how IFN-γ treatment affect tumor cell viability, we used a T cell–tumor cell co-culture system. We found treatment with 5 ng/mL IFN-γ enhanced the survival of MC38 cells when co-cultured with primary mouse T cells at a 1:1 ratio. This effect was even more pronounced in tumor spheroids, which exhibited increased resistance to T cell-mediated killing (**Supplementary Figure 2D**). Furthermore, MC38 cells pre-treated with 5 ng/mL IFN-γ showed markedly increased resistance to T cell cytotoxicity during short-term co-culture (30 min to 4 h) (**Supplementary Figure 3A**). Consistently, colon cancer cells exposed to low concentrations of IFN-γ (0.5–5 ng/mL) developed enhanced resistance to T cell killing (at a 1:3 T cell-to-tumor ratio), whereas higher IFN-γ concentrations (10–100 ng/mL) led to decreased viability (**Supplementary Figure 3B**). Therefore, we determined to use IFN-γ concentration at 5 ng/mL for our experiments.

Next, we sought to determine the specific STAT signaling pathway that is responsible for IFN-γ induced PD-L1 upregulation. IFN-γ has been reported to signal through STAT1 and STAT3 (23, 24). However, the primary signal transducer responsible for IFN-γ dependent PD-L1 upregulation varies between different tumor cell lines (25). To evaluate the potential roles of STAT1 and STAT3 activation in mediating PD-L1 protein expression in MC38, we used small interfering RNA (siRNA) to knock down STAT1 and STAT3 and examined their distinct contributions to IFN-γ-induced PD-L1 expression. Flow cytometry results showed that IFN-γ-induced PD-L1 expression was diminished when STAT1 was knocked down, whereas STAT3 knockdown have an opposite effect (**Figure 1D**). A similar effect was observed in MC38 cells that were pre-transfected with siRNAs and then induced into tumor spheres (**Supplementary Figure 2C**). These results suggest that in MC38 cells, IFN-γ upregulate PD-L1 expression through the IFN-STAT1 signaling pathway.

To verify siRNAs knockdown and assess target gene expression levels, we performed real-time PCR. The results confirmed an efficient knockdown of STAT1 (**Figure 1E**) and STAT3 (**Figure 1F**) by siRNA. Classical STAT1 transcriptional targets including CXCL10 and IL-15 was upregulated in response to IFN-γ treatment, and the up-regulation was diminished with the siRNA of STAT1, but not siSTAT3 (**Figures 1G–I**). In comparison, myeloid cell leukemia-1 (MCL-1), a transcriptional target of STAT3, was down-regulated by IFN-γ treatment. Knocking down STAT1 increased MCL-1 in the IFN-γ treated sample (**Figure 1J**). The mRNA levels of these target genes further confirmed efficient knocking down of STAT1 and STAT3. Notably, when examining PD-L1 levels, we found that IFN-γ-induced PD-L1 upregulation is diminished by knocking down STAT1 but not STAT3. To further assess the total protein expression, we performed western blot analysis, which showed that IFN-γ upregulate PD-L1 in a dose-related manner (**Figure 1K**) and that knocking-down of STAT1 with siRNA (siSTAT1) partially blocks the upregulation of PD-L1 induced by IFN-γ (**Figure 1L**). The quantification of the relative band density of these western blot images was present in **Supplementary Figures 1C–L**. Together, these results confirm that IFN-γ treatment of MC38 cells up-regulate PD-L1 expression through the IFN-STAT1 signaling pathway.

Next, we sought to assess the activation levels of STAT1 and STAT3. We performed western blot assays of the phosphorylated STAT1 (pSTAT1), and phosphorylated STAT3 (pSTAT3) and found that both were enhanced by IFN-γ, and the induced pSTAT1 is much stronger compared to pSTAT3 at higher IFN-γ concentrations. This suggest that IFN-γ activate STAT1 much more strongly than STAT3. Interestingly, as we compared western blot results of siSTAT1/3 treated samples with scramble siRNA control (siCtrl), we observed that knocking down STAT1 increased pSTAT3 protein level induced by IFN-γ while knocking down STAT3 increased pSTAT1 level induced by IFN-γ (**Figure 1L**) (**Supplementary Figures 1H–K**). This suggests competitive interactions between pSTAT1 and pSTAT3, likely due to the two transcription factors may compete for shared kinases and promoter binding sites (25). This competition explains that knockdown of STAT3 enhances the increase in PD-L1 expression induced by IFN-γ in western blot (**Figure 1L**) (**Supplementary Figure 1L**). and flow cytometry (**Figure 1D**). Therefore, IFN-γ-dependent PD-L1 upregulation in MC38 can be suppressed by inhibiting the STAT1 signaling pathway, but this also leads to potential side effects of increased STAT3 activity.

#### IFN-γ regulate cancer cell stemness indirectly through pSTAT1/pSTAT3 competitive activity

Parallel to our study on IFN-γ-dependent PD-L1 expression in MC38 cells, we sought to investigate the impact of IFN-γ on mitosis and cell cycle. A recent study using mouse models of breast cancer showed that IFN-γ produced by activated T cells can directly convert non-CSCs to CSCs (16). However, it remains unclear whether this effect is specific to breast cancer models or could be observed across multiple cancer types. Based on evidence that type I interferons (IFNs-I) promote an adaptive yet reversible transcriptional rewiring of cancer cells towards stemness and immune escape (15), we seek to determine how IFN-γ treatment shape the stemness in MC38 cancer cells.

We generated colon cancer spheroids from MC38 cells. We first used Ki-67 to label the active proliferating cells in mix cell population. To our surprise, we found that IFN-γ treatment reduced the number of Ki-67 positive cells in a MC38 tumor spheroids model (**Figures 2A–C**). To access cancer stemness, we measured the number of sphere-forming unit (SFU) in MC38 cells and found it significantly repressed by IFN-γ pre-treatment (**Figure 2D, E**), which suggests a reduction in cancer stemness. Furthermore, the reduction of SFU can be neutralized by STAT1 siRNA but not by STAT3 siRNA (**Figure 2F**). We next assessed cancer cell stemness with cancer stem cell surface markers, including CD44 and CD133, and observed a decrease of both CD44^hi^CD133^+^ and CD44^hi^CD133^-^ populations in MC38 cells treated with IFN-γ (**Figure 2G**). Given that these populations were previously reported to represent colorectal cancer stem cells (26–29), our results suggest that CSC stemness decreases upon IFN-γ treatment. Notably, this reduction was abolished only by knocking down STAT1, but not STAT3 (**Figure 2G**). Accordingly, real-time PCR results demonstrated that IFN-γ can induce CSC markers, including CD44, CD133, OCT4, and SOX2, only when tumor cells were transfected with siSTAT1 (**Figures 2H–K**). Furthermore, western blot results showed that the protein levels of CSC markers, including SOX2 and Nanog, were reduced upon IFN-γ treatment under normal condition, but remain the same or at higher levels with STAT1 knocking down (**Figure 2L**) (**Supplementary Figure 2E, F**). Together, these results showed STAT1 knockdown results in upregulation of CSC-related genes, suggesting that STAT1 activation playing suppression roles for regulating these CSC-related genes. On the other hand, when MC38 cells were transfected with siSTAT3, both the mRNA and protein of the CSC markers were significantly reduced (except CD44 mRNA, since CD44 is a gene involved in cell–cell interactions, cell adhesion and migration, and may involve other regulation mechanisms) (**Figures 2H–L**), suggesting that these CSC markers are strongly regulated by STAT3 (30, 31). The observation that STAT1 knockdown results in upregulation of CSC-related genes, which are known to be strongly regulated by STAT3, provides further evidence supporting the competitive antagonism between pSTAT1 and pSTAT3 as signal transducers and transcriptional factors. Therefore, we conclude that the IFN-γ-induced decrease in CSCs is primarily due to the dominant activation of JAK/STAT1 pathway, which results in increased pSTAT1 that competes with pSTAT3, thereby indirectly suppressing STAT3 signaling. Notably, when STAT1 activity is inhibited, IFN-γ can facilitate the transformation to CSCs through compensatory activation of STAT3 signaling. Therefore, suppressing cancer stemness in the MC38 tumor model requires blocking both STAT1 and STAT3 signaling pathways.

#### Niclosamide inhibits both STAT1 and STAT3 activity

We have demonstrated that inhibiting individual STAT1 or STAT3 signaling pathway activated by IFN-γ cannot prevent immune evasion in MC38. To prevent the over-expression of PD-L1 on tumor cells while also suppress the development of CSCs, inhibition of both STAT1 and STAT3 pathways are required.

Next, we sought pharmacological approaches to inhibit IFN-γ induced STAT signaling. We evaluated small molecule STAT1 inhibitor Fludarabine (F-ara-A, NSC 118218) (MedChemExpress, Cat. No.: HY-B0069) and STAT3 inhibitor Niclosamide (BAY2353, MedChemExpress, Cat. No.: HY-B0497). Fludarabine works by inhibiting the cytokine-induced activation of STAT1 and STAT1-dependent gene transcription in normal resting or activated lymphocytes (32, 33). Niclosamide is reported as a STAT3 inhibitor with an IC50 of 0.25 μM in HeLa cells (34). Both reagents were evaluated in our experiments for blocking STAT1 and STAT3 transcriptional activity respectively.

The western blot result showed that 5μM Fludarabine did not have a sufficient inhibition effect to STAT1 phosphorylation in MC38 cells (**Figure 3A**). Fludarabine exhibits context-dependent STAT1 inhibitory activity, and in our system its overall effectiveness appears limited, potentially due to selective STAT1 inhibition accompanied by compensatory STAT3 activation. In comparison, 0.5μM Niclosamide demonstrated disruption of STAT1 protein expression and phosphorylation while also inhibiting STAT3 protein expression and activity (**Figure 3A**) (**Supplementary Figures 3C–G**). In flow-cytometer assays, Niclosamide partially blocked the up-regulation of cell surface PD-L1 induced by IFN-γ (**Figure 3B**), despite Niclosamide being reported primarily as a STAT3 inhibitor, this effect is opposite compared to STAT3 siRNA (**Figure 1D**). When low dose of IFN-γ (5ng/ml) were used to increase tumor cell viability in a T cell killing assay, Niclosamide could neutralize this effect while Fludarabine could not (**Figure 3C**). Meanwhile, Niclosamide did not affect the effectiveness of IFN-γ in reducing SFU (**Figure 3D**) (**Supplementary Figure 4A, B**), nor in reducing the population of CD44^hi^CD133^+^/CD44^hi^CD133^-^ cell population in MC38 induced tumor spheroids (**Figure 3E**). Additionally, niclosamide reduced PD-L1 expression on the cell surface of these tumor spheroids (<xr rid="sf4">Supplemental **Figure 6C**). In western blot assay, Niclosamide did not affect the downregulation of Nanog, SOX2 proteins induced by IFN-γ (**Figure 3F**) (**Supplementary Figure 3H, I**). These data suggested Niclosamide could disrupt both STAT1 and STAT3 phosphorylation in IFN-γ signaling, and could become a potential method to prevent cancer cell’s immune evasion in combination use with immune-checkpoint blockers.

**Figure 5:**
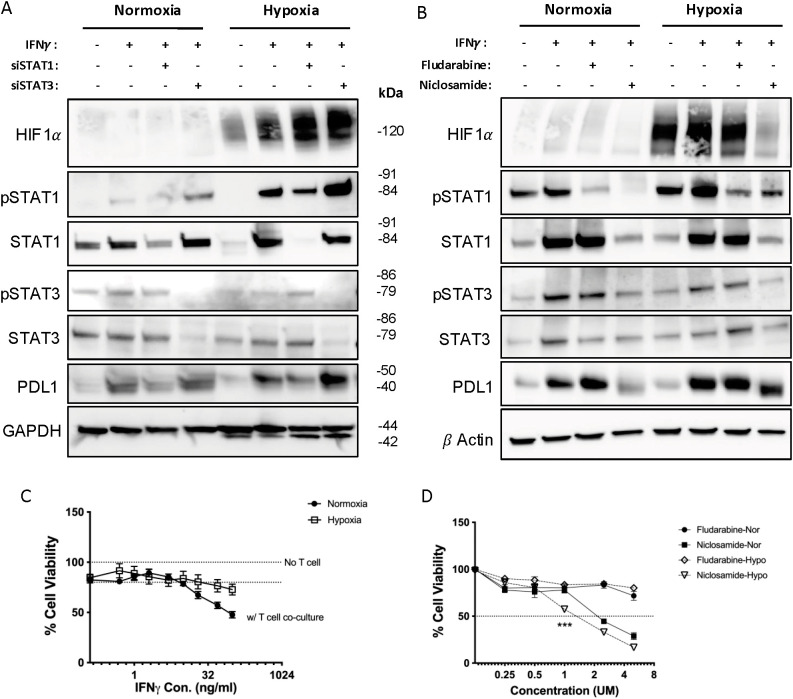
Hypoxia enhances PD-L1 upregulation by IFN-γ, while Niclosamide down-regulates Hif1α under hypoxic conditions. **(A, B)** The expression level of STAT1/STAT3 signaling pathway and PD-L1 proteins in MC38 cell lines with siRNA **(A)** or Fludarabine and Niclosamide treatment **(B)** was measured by Western blot. **(C)** Cell viability of MC38 cells pre-treated with different dose of IFN-γ and co-cultured with primary T cells were measured by CCK8 assay, under normoxia or hypoxic conditions. **(D)** The Cell viability of MC38 cells treated with different dose of Fludarabine or Niclosamide were measured by CCK8 assay, under normoxia or hypoxic conditions. The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, ***p<0.001.

**Figure 6:**
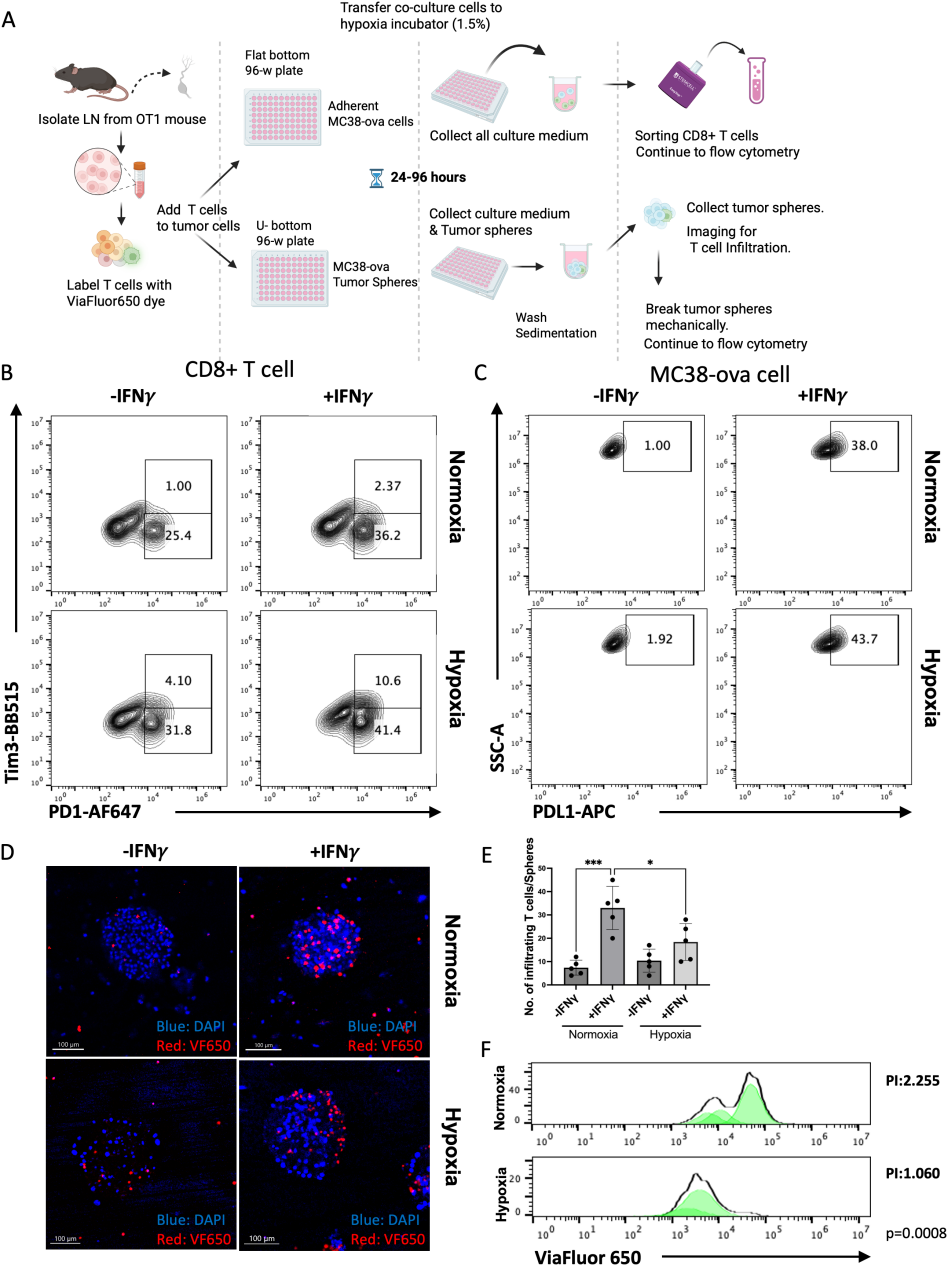
IFN-γ and Hypoxic conditions has synergistic effect on inducing T cell exhaustion, and IFN-γ is essential for T cell infiltration in a tumor-T cells co-culture system. **(A)** Scheme of the protocol used to create co-culture model, using MC38ova adherent cells or tumor-derived spheroids with mouse primary T cells. **(B)** The exhaustion state of CD8+T cells co-cultured with MC38ova cells measured by FACS. **(C)** The expression level of PDL1 on MC38ova cells co-cultured with primary T cells measured by FACS. **(D, E)** The confocal image of tumor-derived spheroids and infiltrating T cells labeled with ViaFluor650 (VF650), with quantification of infiltrating T cell numbers. **(F)** The histogram of ViaFluor650-labeled T cells in the co-culture system measured by flow analysis. Representative ViaFluor 650 dilution histograms showing reduced T cell proliferation under hypoxic conditions. Quantification of proliferation index (PI) across biological replicates is shown on the right; data are presented as mean ± SEM; p-values were calculated using permutation tests. *p<0.05, **p<0.01, ***p<0.001.

#### Delineate the signal network in inflammatory TME under hypoxia

Hypoxic conditions in TME activated a complex signaling network mediated by HIFs, which are closely associated with the JAK/STAT signaling pathways. The hypoxia environment in the solid tumor is well known to mediates resistance to chemotherapy, radiotherapy, and immunotherapy through complex mechanisms (17). To delineate the changes in multiple signaling pathways during IFN-γ treatment under hypoxic conditions, we sequenced total RNA isolated from the following 4 samples: *Ctrl_1_1*: MC38 cells under normal condition, without IFN-γ; *IFN_1_2*: MC38 cells treated with IFN-γ, under normal condition; *Ctrl_2_1*: MC38 cells under hypoxic condition, without IFN-γ; *IFN_2_2*: MC38 cells treated with IFN-γ, under hypoxic condition. 

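MC38, a mouse colon carcinoma cell line, was sequenced as 1 library for each of the 4 conditions, so no condition had a replicate. IFN-γ, a cytokine that signals through JAK kinases, was given at 5 ng/mL for 24 h, and the oxygen was 20% under normoxic and 1.5% under hypoxic conditions. The libraries were made strand-specific from poly-A selected RNA, the company aligned the reads to a mouse genome with HISAT2, and the authors deposited the number of reads counted on each gene as whole numbers without normalization. The counting program, the genome build and the gene annotation are not named in the paper's text or the sample labels, and no genome coordinates are given for this reason. The table lists 27179 genes by NCBI gene ID, of which 25275 were matched to a gene symbol.

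The counts on genes summed to 34302971 in the control library under normoxic conditions, 34514248 in the control library under hypoxic conditions, 34537939 in the IFN-γ library under normoxic conditions and 34420642 in the IFN-γ library under hypoxic conditions. The largest total was 1.007 times the smallest, so depth hardly differed between the conditions. The TMM factors that adjust each total for its composition lay between 0.993 and 1.01.

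For each gene, the effect of IFN-γ and the effect of hypoxia were estimated together by edgeR's quasi-likelihood test in an additive model over the 4 libraries. The test covered 13580 genes that passed edgeR's filter on low counts. With 1 library per condition, the only spread this model can use is how far the IFN-γ change in hypoxia departs from that in normoxia, at 1 residual degree of freedom per gene, which edgeR pools across genes. This spread mixes differences between cultures with any true interaction, and no replicates separate them. The adjusted p-values therefore do not stand in for a test on replicate cultures. The pooled dispersion was 0.00222, a coefficient of variation of 4.71%. Changes between 2 single libraries were computed as log2 ratios of normalized counts scaled to library size (CPM) with 0.5 counts added, with 95% Clopper-Pearson intervals of the 2 counts. These intervals cover counting error only and compare the libraries, not the conditions.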

The total RNA-sequencing analysis provided insights into the transcriptional landscape of cancer cells that has been modulated by the IFN-γ and hypoxia stimulation (**Figure 4A, B**). 

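IFN-γ changed 647 genes upward and 149 downward at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hypoxia raised 1115 genes and lowered 927 by the same test. The IFN-γ changes were fewer and larger: 238 of the raised genes had a log2 change of at least 1, against 107 of those raised by hypoxia, while 8 of the genes lowered by IFN-γ and 8 of those lowered by hypoxia reached that size. The median log2 change was 0.65 for genes raised by IFN-γ and 0.37 for genes raised by hypoxia. Of the genes raised by IFN-γ, 643 were higher in both the normoxic and the hypoxic pair of libraries. The fit favours such genes, because it takes disagreement between the pairs as spread, so this count is no independent check. The number of lowered genes depended most on the fit. Comparing 2 libraries with 2 without the other stimulus in the model left 3 genes lowered and 239 raised by IFN-γ, and 26 lowered and 150 raised by hypoxia.

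Rankings here and below are limited to genes with a mean of at least 50 counts per library and the same sign in both pairs. Among these, Batf2, Gm4841, Ido1, Gm12185 and BC023105 had the largest fitted log2 changes upward with IFN-γ. Batf2 had 1 and 0 counts in the control libraries and 193 and 258 in the IFN-γ libraries under normoxic and hypoxic conditions, which is at least 65-fold and at least 86.8-fold higher when 3 counts are taken as the floor. Ido1 was at least 69.7-fold higher in the normoxic and at least 94.2-fold higher in the hypoxic pair. For BC023105 these bounds were 48.5-fold and 56.2-fold. Iigp1, with 92 and 88 control counts, rose 73.8-fold and 99.3-fold, above the bounds of Batf2, Ido1 and BC023105. The places of Batf2, Ido1 and BC023105 in this ranking are therefore not established. Gm4841 rose from 8 to 2379 counts under normoxic and from 10 to 3278 under hypoxic conditions. Gm12185 shares 28.5% of its 31-base words with other annotated genes, so part of its reads could have been counted elsewhere. Fam177a2, Nanp, Srp54a, Gm15107 and Anxa8 were lowered most among the genes within these limits. The first 4 share between 52.1% and 100% of their words with near-identical copies. For Fam177a2, the sum with its copy Fam177a also fell, with log2 changes of -1.86 and -1.93. Srp54a changed by -0.53 under normoxic and -1.45 under hypoxic conditions, but its sum with Srp54b and Srp54c only by -0.39 and -0.29. Nanp, Srp54a and Gm15107 are uncertain because of their copies. Anxa8 fell by 0.88 on the log2 scale (standard error 0.293, adjusted p = 0.0442 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but passed the threshold in none of the 6 alternative fits, whose adjusted p from edgeR or DESeq2 ran from 0.068 to 1.

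Within the same limits, hypoxia raised Gpr35, Aire, Car9, Selenbp1 and Nos2 most, with log2 changes from 1.98 to 2.78. Car9, which encodes the carbonic anhydrase IX induced by HIF-1α, rose from 422 to 1733 counts without IFN-γ and from 324 to 1536 with IFN-γ. Selenbp1 shares 61.1% of its words with another gene. The chemokine genes Ccl2 and Ccl7 were among the 5 genes lowered most within these limits. Ccl2 fell from 4719 to 2634 counts without IFN-γ and from 5041 to 2302 with it, a log2 change of -0.98 (standard error 0.0628, adjusted p = 3.84e-52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.0107 over the 6 alternative fits by edgeR or DESeq2). The other 3, Srp54b, Entpd4b and Gm10488, share between 89.9% and 100% of their words with copies.

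A list of hypoxia-response genes fixed before the counts were seen moved with hypoxia and hardly with IFN-γ. Among its 35 tested genes, the median log2 change with hypoxia was 1.01, above all 10000 random lists matched on expression, and 32 genes were raised and 1 was lowered at an adjusted p under 0.05 over all genes (33 changed when adjusted over the list alone). With IFN-γ the median of the list was -0.05, at percentile 0.06 among the random lists. Of the 2 genes of the oxygen-sensing and JAK pathways marked in Figure 4B, Egln1, which encodes PHD2, rose by 1.38 on the log2 scale (standard error 0.0578, adjusted p = 9.58e-120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.00148 over the 6 alternative fits by edgeR or DESeq2). Jak1 rose by 0.29 (standard error 0.0567, adjusted p = 1.01e-05 by the same edgeR test, up to 0.0805 over the 6 alternative fits), from 5799 to 7201 counts without IFN-γ.

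**Figure D1:**
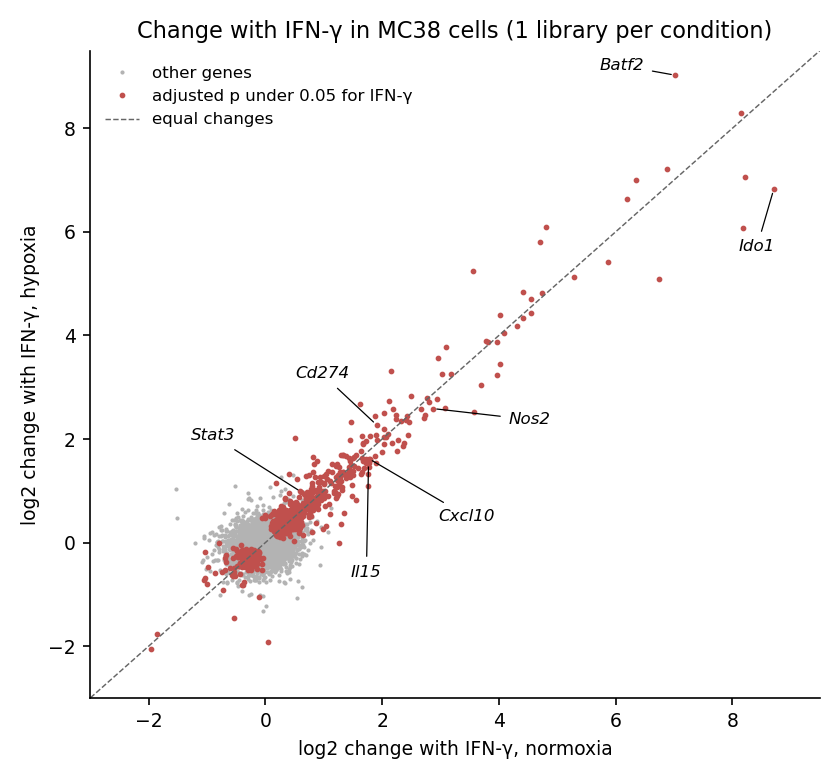
Log2 change with IFN-γ under normoxic conditions (x axis) against that under hypoxic conditions (y axis) for the 11489 tested genes with a mean of at least 50 counts per library, 1 library per condition, without error bars. Red points are the 720 genes with an adjusted p under 0.05 for IFN-γ, and the dashed line marks equal changes. Most red points lie close to the line, with Batf2 and Ido1, whose control counts were at the floor, far out and off it. The fit favours points near the line, because it takes disagreement between the pairs as spread.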

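In the RNA-seq libraries, STAT3, MCL-1, cMYC, HIF-1α, SOX2 and CD44 were all well covered, with between 1354 and 13829 counts per library, while OCT-4 and CD133 were hardly counted. STAT3 (Stat3, gene 20848) rose with IFN-γ from 2400 to 3644 counts under normoxic conditions, a log2 change of 0.62 (95% interval 0.54 to 0.69), and from 2048 to 3990 counts under hypoxic conditions, a log2 change of 0.97 (95% interval 0.90 to 1.05). Over both pairs its log2 change with IFN-γ was 0.79 (standard error 0.065, adjusted p = 3.27e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.0109 over the 6 alternative fits by edgeR or DESeq2). None of the other 5 genes passed an adjusted p of 0.05 for either stimulus. For MCL-1 (Mcl1), the log2 changes were 0.01 with IFN-γ and -0.02 with hypoxia, with a standard error of 0.0569 for both. HIF-1α (Hif1a) mRNA changed by -0.05 with hypoxia (standard error 0.0583). SOX2 (Sox2) was higher under hypoxic conditions in both pairs, with log2 changes of 0.16 (95% interval 0.06 to 0.27) without IFN-γ and 0.16 (95% interval 0.05 to 0.27) with it, but the additive estimate of 0.16 had an adjusted p of 0.131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. cMYC (Myc) was lower under hypoxic conditions by 0.20 on the log2 scale without IFN-γ and by 0.03 with it. The 95% intervals were -0.28 to -0.13 and -0.10 to 0.04, so only the first excluded 0. With IFN-γ, cMYC changed by 0.05 (95% interval -0.02 to 0.12) under normoxic and 0.22 (95% interval 0.15 to 0.30) under hypoxic conditions. SOX2 was lower with IFN-γ in both pairs. Its log2 changes were -0.15 (95% interval -0.25 to -0.04) under normoxic and -0.15 (95% interval -0.25 to -0.05) under hypoxic conditions. CD44 (Cd44) changed by 0.13 with IFN-γ (adjusted p = 0.135 by the same edgeR test) and by -0.01 with hypoxia.

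For OCT-4 (Pou5f1), 1 count was found in the 4 libraries together, in the IFN-γ library under normoxic conditions. CD133 (Prom1) had 2 counts in each of the 2 hypoxic libraries and 0 in the normoxic ones. Every one of these counts lies at or under the floor of 3 counts, which corresponds to 0.0866 to 0.0876 CPM, so no change of either gene was detectable at this depth.

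**Figure D2:**
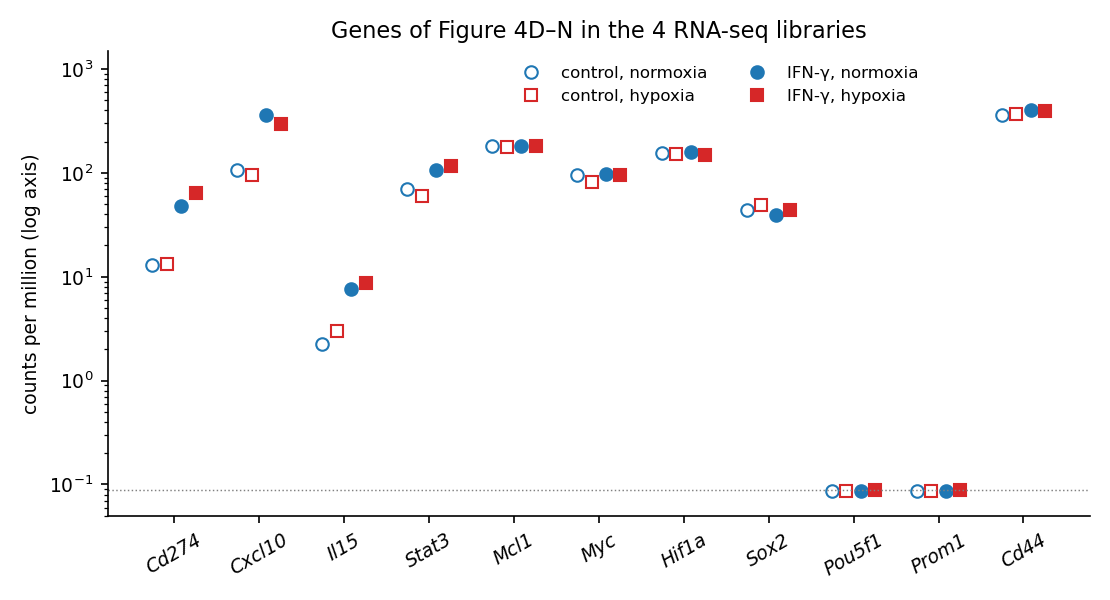
Normalized CPM on a log axis for the 11 genes of Figure 4D–N, with 1 point per library and no error bars because each condition had 1 library. Open symbols are control and filled symbols IFN-γ libraries, circles normoxic and squares hypoxic conditions. Libraries with 3 counts or fewer are drawn at the floor (dotted line), which holds all libraries of Pou5f1 and Prom1.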

Among all the differentially expressed genes (DEGs), we validate a series of genes related to cancer progression and immune response with real-time PCR (**Figures 4C–N**). One of these genes is CD274 (PD-L1), which is significantly up-regulated by IFN-γ alone and further enhanced under hypoxic conditions (**Figure 4D**). 

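In the RNA-seq counts, CD274 (Cd274, gene 60533), which encodes the checkpoint ligand PD-L1, had 447 counts in the control and 1658 in the IFN-γ library under normoxic conditions, a log2 change of 1.90 (95% interval 1.75 to 2.06). Under hypoxic conditions it had 457 and 2191 counts, a log2 change of 2.27 (95% interval 2.13 to 2.42). The additive estimate of the IFN-γ effect was 2.09 (standard error 0.0844, adjusted p = 2.46e-130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative moved it further than these single pairs. The size of this p depended strongly on the fit. Over the 6 alternative fits by edgeR or DESeq2 the adjusted p ran from 4.48e-47 to 0.000795. Hypoxia alone left the gene unchanged within counting error, with a log2 change of 0.03 (95% interval -0.16 to 0.23). In the additive fit hypoxia raised CD274 by 0.26 (standard error 0.0826, adjusted p = 0.0144 by the same edgeR test), and 4 of 6 alternative fits by edgeR or DESeq2 gave an adjusted p above 0.05, up to 0.952. Among the IFN-γ libraries alone, the hypoxic one was higher by 0.40 on the log2 scale (95% interval 0.31 to 0.50).

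The IFN-γ change in hypoxia thus exceeded that in normoxia by 0.37, with a 95% interval of 0.16 to 0.58 from counting error. This difference lay at percentile 98 among the 500 genes nearest in expression. Differences between single libraries spread more widely than counting error, however. Over the 10443 genes with at least 100 counts in every library, 34.5% of such differences fell outside their 95% counting intervals, and the central 95% of them ran from -0.36 to 0.40, a range that includes CD274. Without replicates the difference itself could not be tested.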

STAT1 and its target genes were all up-regulated by IFN-γ in both conditions (**Figures 4C–F**). 

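IL15 (Il15, gene 16168) was counted less often than CD274, with 78 and 264 counts in the normoxic pair and 103 and 298 in the hypoxic pair. Its log2 changes of 1.77 (95% interval 1.40 to 2.16) and 1.54 (95% interval 1.22 to 1.88) overlapped. Over both pairs the log2 change of IL15 was 1.65 (standard error 0.172, adjusted p = 5.88e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.0088 over the 6 alternative fits by edgeR or DESeq2).

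A wider list of 34 IFN-γ response genes was fixed before the counts were seen, and 33 of them were tested. All 33 were raised by IFN-γ at an adjusted p under 0.05 in the edgeR fit, over all genes tested and when adjusted over the list alone. Their median log2 change was 2.24 under normoxic and 2.18 under hypoxic conditions, each above all 10000 random lists matched on expression. The median of the differences between the 2 changes was -0.03, at percentile 49.4 among the random lists. Taking genes with control libraries at or under 3 counts at their lower bound left both medians at these values. For 16 genes of MHC class I antigen presentation, 10 of which also belong to another of the lists, the median changes were 1.70 and 1.59, and 14 genes were raised over all genes tested (16 when adjusted over the list alone).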

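CXCL10 (Cxcl10, gene 15945), a chemokine that attracts T cells through CXCR3, had 3657 counts in the control and 12345 in the IFN-γ library under normoxic conditions, and 3322 and 10134 counts under hypoxic conditions. IFN-γ thus raised it by 1.77 on the log2 scale under normoxic conditions (95% interval 1.72 to 1.82) and by 1.62 under hypoxic conditions (95% interval 1.57 to 1.68). Between the IFN-γ libraries the hypoxic one was lower, with a log2 change of -0.28 (95% interval -0.32 to -0.25), at percentile 4.2 among the 500 genes nearest in expression. The control library was also lower under hypoxic conditions, by 0.14 on the log2 scale (95% interval -0.20 to -0.07). Over both pairs the log2 change with hypoxia was -0.21 (standard error 0.0564, adjusted p = 0.00226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 3 of 6 alternative fits it did not pass the threshold, and the adjusted p from edgeR or DESeq2 ranged from 0.00813 to 0.961. The difference between the IFN-γ changes, hypoxia minus normoxia, was -0.15 (95% interval -0.22 to -0.07, counting error only) and lay at percentile 10.8 among the same 500 genes. It was within the central 95% range of such differences over all well-counted genes.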

Notably, the induced CXCL10 (also known as Interferon gamma-induced protein 10, IP-10) level is reduced under hypoxic conditions compared to normoxic conditions (**Figure 4E**), consistent with literature reports that in certain cancer cells, such as colorectal, breast, ovarian, and lung cancer cells, prolonged hypoxia reduces CXCL10 expression, which is linked to the activity of the HIF-1α protein (35). According to quantitative PCR results, STAT3 mRNA was also up-regulated by IFN-γ, but its target genes including MCL-1, and some stem cell marker such as SOX2 and OCT-4 mRNA were down-regulated under hypoxic conditions (**Figures 4G–N**). These results indicate that STAT3 activity may be indirectly modulated under hypoxic conditions and contribute to downstream transcriptional responses. 

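Among the 238 genes that IFN-γ raised with a log2 change of at least 1 and an adjusted p under 0.05 in the edgeR fit, the change was smaller under hypoxic than under normoxic conditions for 111 (46.6%), and the median difference between the changes was 0.03. Between the IFN-γ libraries, 205 of these genes were higher under hypoxic conditions, with a median log2 change of 0.23 and quartiles of 0.09 and 0.41. CD274 ranked 63 from the highest and CXCL10 229 among the 238 genes. CD274, at 0.403, thus lay narrowly within the quartiles of the induced genes, and CXCL10 near their lower end. By the difference between the IFN-γ changes, CD274 ranked 61 and CXCL10 164, both away from the ends. Among the 183 induced genes with at least 50 counts in each IFN-γ library, CD274 ranked 40 and CXCL10 180 by the change between the IFN-γ libraries. There CD274 lay above the upper quartile of 0.386. It also lay above that of 0.390 among the 169 genes induced in the DESeq2 fit.

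The 25 genes of the JAK-STAT pathway themselves moved less often. IFN-γ raised 8 and lowered 1 of them at an adjusted p under 0.05 over all genes tested, and 12 changed when adjusted over the list alone, with a median log2 change of 0.01. With hypoxia 7 were raised and 0 were lowered (9 changed when adjusted over the list alone), and their median of 0.14 lay at percentile 99.95 among 10000 random lists matched on expression. Of 17 genes of immune checkpoint ligands and enzymes, 9 were tested. IFN-γ raised 5 of these (Cd274, Lgals9, Cd47, Tnfrsf14 and Ido1) and lowered 1 (Nectin2), and hypoxia raised 3 (Cd274, Cd47 and Pvr). Adjusted over the list alone, 7 changed with IFN-γ and 3 with hypoxia. Of 8 chemokines that attract T cells or monocytes, IFN-γ raised 3 (Cxcl9, Cxcl10 and Cxcl11) and hypoxia lowered 3 (Cxcl10, Ccl2 and Ccl7). Adjusted over the list alone, 5 changed with IFN-γ and 3 with hypoxia.

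The paper reads the volcano plots for genes changed by either stimulus, follows them by real-time PCR, and sets the rise of IFN-γ target genes in both oxygen conditions beside the further rise of CD274 and the lower induced CXCL10 under hypoxic conditions. The paper, which calls its RNA-seq exploratory, takes these results as further evidence for a role of JAK-STAT signaling in regulating genes that potentially mediate immune evasion under hypoxic conditions.

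**Figure D3:**
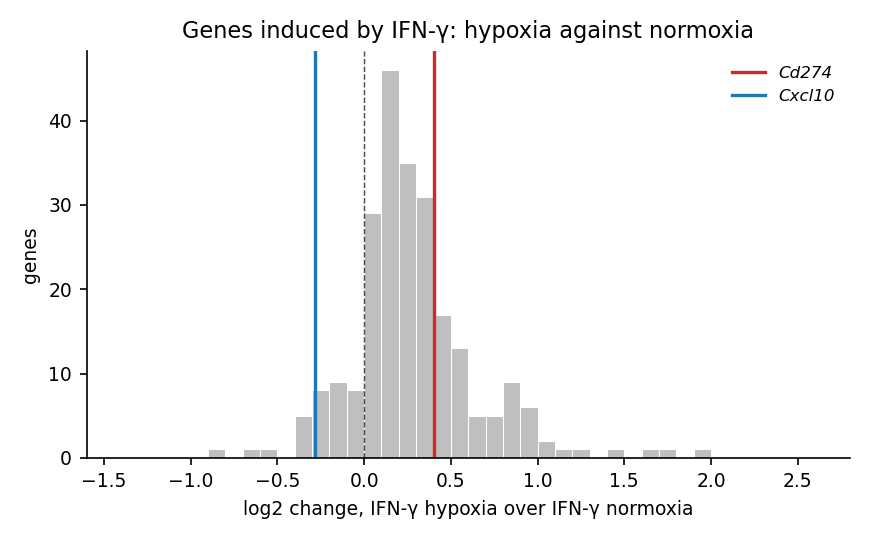
Histogram of the log2 change of the hypoxic over the normoxic IFN-γ library (x axis) for the 238 genes induced by IFN-γ, counted in bins of 0.1 (y axis, genes), with 1 library per condition. Solid lines mark Cd274 and Cxcl10, and the dashed line marks no change. Most genes lie to the right of 0, Cd274 in the upper part of the genes and Cxcl10 to the left of 0.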

In general, the RNA-seq results further confirms the role of JAK-STAT signaling in regulating potential genes that mediate cancer immune evasion under hypoxic conditions, such as immune checkpoint regulators (CD274) and chemo attractors (CXCL10).

### Hypoxia enhances IFN-γ induced PD-L1 upregulation, which is also blocked by niclosamide

To further investigate the contribution of hypoxia to immune evasion, we performed western blot analysis of various proteins under both conditions. We found that both PD-L1 and pSTAT1 were up-regulated more significantly in hypoxic conditions compared to normoxic conditions (**Figure 5A**) (**Supplementary Figures 5A–F**). More importantly, Niclosamide significantly neutralized the induction of HIF1α under hypoxic conditions, while preserved its ability to block both STAT1 and STAT3 phosphorylation and protein levels (**Figure 5B**) (**Supplementary Figures 5G–L**). The MC38 cells survived better with higher IFN-γ concentration in hypoxic conditions compared to normoxic conditions in a T cell-tumor cell co-culture assay (**Figure 5C**). In a dose-dependent cell viability assay, we found that Niclosamide showed more toxicity to tumor cells under hypoxic conditions (**Figure 5D**). These findings further suggest that Niclosamide could be used as an efficient pharmacological reagent to eliminate IFN-γ-induced immune resistance.

#### IFN-γ induces T cell exhaustion with hypoxia and enhance T cell infiltration in the TME

Given that STATs are also key molecular determinants of T-cell fate and effector function (36), we sought to further study the recruitment and exhaustion progress of T cells in an immunosuppressive tumor microenvironment. We used tumor spheroids induced by MC38-ova cells (transgenic MC38 cell line with stably expressing Ovalbumin) and a T cell-tumor cell co-culture system, to mimic a simplified TME (37) (**Figure 6A**). Using an established protocol of *in vitro* T cell exhaustion (38), we were able to induce mouse primary CD8+ T cells to an early or late exhausted state (**Supplementary Figure 6A**). With the exhausted T markers including PD-1, Tim-3, we found that both early state exhaustion (PD-1+/Tim-3-) and late state exhaustion (PD-1+/Tim-3+) T cells were significantly increased when co-cultured with MC38ova cells that were pre-treated with IFN-γ, and under hypoxic conditions (**Figure 6B**). Meantime, MC38ova cells also showed more induced PD-L1 expression under hypoxic conditions (**Figure 6C**). We found IFN-γ could promote CD8+ T cells infiltration into the tumor spheres significantly, as shown by CD8+ T cells prelabeled with ViaFluor 650 (VF650) (**Figure 6D, E**). We hypothesize this effect is due to CXCL10, a powerful chemokine that acts by binding to its specific receptor, CXCR3, to attract immune cells such as T cells and macrophages to the sites of inflammation. Under hypoxic conditions, the T cell infiltration with IFN-γ stimulation is reduced moderately (**Figure 6D, E**), which is consistent with our finding that CXCL10 expression is also induced to a lesser degree by IFN-γ under hypoxic conditions (**Figure 4E**). In addition, ViaFluor^®^ 650 SE dye (Biotium, Fremont, CA) is a membrane-permeant compound that is converted to fluorescent dye by intracellular esterases and will covalently reacts with amine groups on intracellular protein at the same time, forming fluorescent conjugates that are retained in the cell. In our experiment, T cell proliferation was quantified using a proliferation index calculated from ViaFluor 650 dilution profiles. The CD8+ T cells isolated from tumor spheroid show stronger proliferation index (PI = 2.255) in histogram under normal condition, and weaker proliferation index (PI = 1.060) under hypoxic conditions (**Figure 6F**). Statistical significance between normoxic and hypoxic conditions was assessed using sample-level permutation tests, yielding a p-value of 0.0008.

In another co-culture assay, when the MC38ova cells were pre-treated with both IFN-γ and Niclosamide, the late state exhausted T cell (PD1+Tim3+) population was less compared to IFN-γ treated only condition (**Figures 7A, C**). In the T cell-tumor spheres co-culture model, although Niclosamide did not change IFN-γ induced CD8+ T cell infiltration under normal condition, but when IFN-γ’s effect was reduced under hypoxic conditions, Niclosamide could partially rescue T cells’ infiltration (**Figures 7B, D–F**). Also, compared to ViaFluor650 labeled CD8+ T cells maintained in media, which divided multiple times in 24hours (PI = 3.31), the CD8+ T cells infiltrated into tumor spheroids show only one time division (PI = 1.29). Niclosamide did not impair the population of total infiltrated CD8+ T cells (CD8+ Infil), nor the sub-population of proliferating T cells that infiltrated (CD8+ proli) (**Supplementary Figures 6B, C**). When we use MC38 tumor spheroids generated from tumor cells that previous knocked down with STAT siRNAs, we found that when co-cultured with cytotoxic T cells, STAT1 knockdown in the tumor spheres impede CD8+ T cell infiltration, while STAT3 knockdown has opposite effect (**Supplementary Figure 7**). Together, the inhibition of both STAT1/STAT3 pathway with Niclosamide not only reduces PD-L1 overexpression induced by IFN-γ, but also rescues the hypoxia induced T cell’s exhaustion and less infiltration related to T cell function and metabolism changes. These results suggest that combining IFN-γ with Niclosamide may enhance therapeutic efficacy in colorectal cancer by mitigating immune evasion.

**Figure 7:**
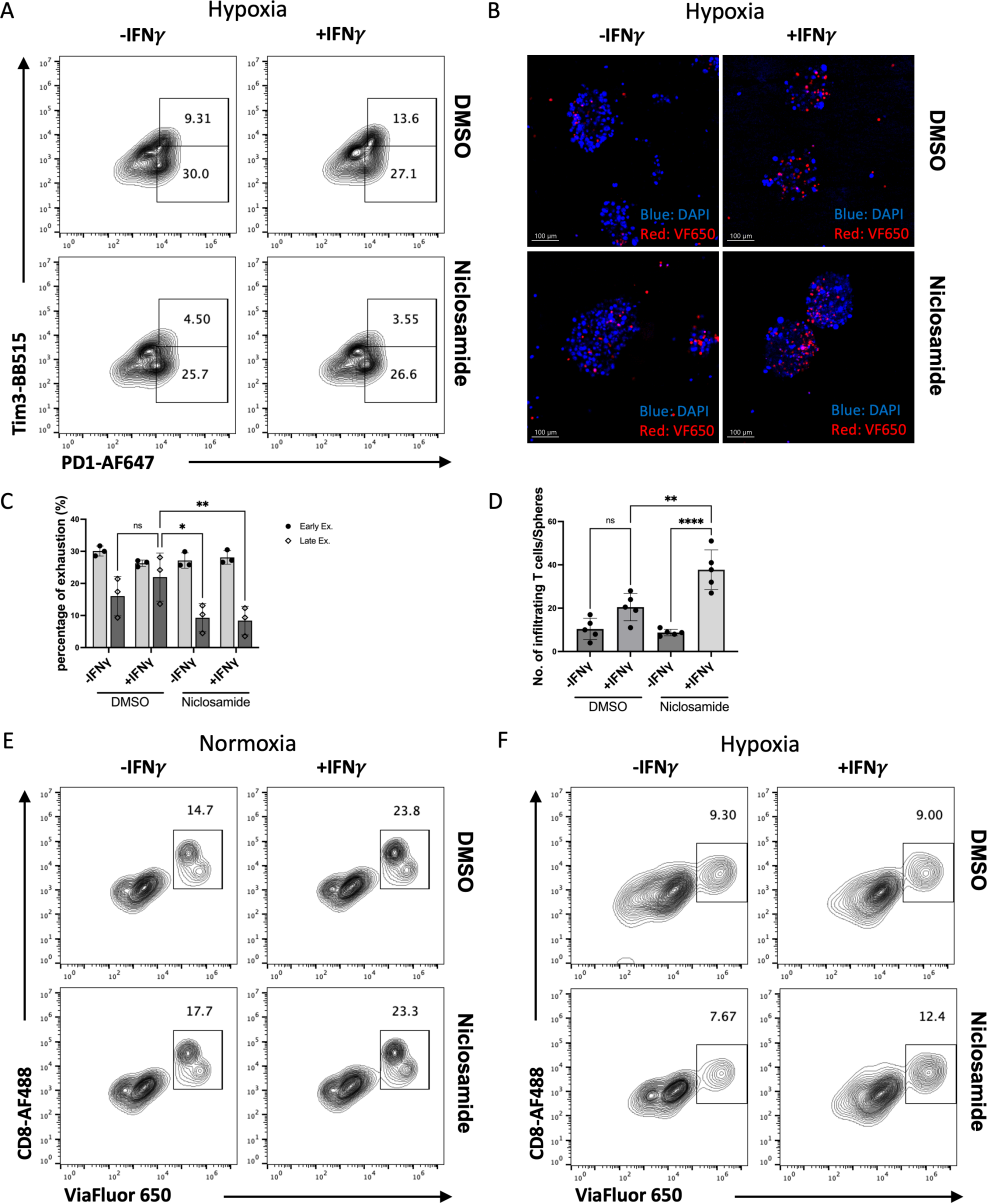
Niclosamide reduces tumor cell immune evasion while preserving IFN-γ’s effect in facilitating T cell infiltration in a tumor spheroids-T cells co-culture system under hypoxic conditions. **(A)** The exhaustion state of CD8+T cells co-cultured with MC38ova cells measured by FACS, pre-treated with or without Niclosamide. **(B)** The confocal image of tumor-derived spheroids and infiltrating T cells labeled with viaFluor650. **(C)** Quantification of the exhausted CD8+ T cells population across biological replicates in panel **(A)** PD1+Tim3- cell population indicate early state exhaustion (Early Ex.) while PD1+Tim3+ indicate late state exhaustion (Late Ex.). **(D)** Quantification of Tumor infiltrating CD8+ T cells in panel **(B, E, F)** The flow analysis of infiltrating T cells labeled with ViaFluor650 under normal or hypoxic conditions, treated with or without Niclosamide. The results are expressed as the mean ± SEM of triplicate measurements in each group. *p<0.05, **p<0.01, ***p<0.001.

## Discussion

Both hypoxia and chronic inflammation are well-recognized hallmarks of solid tumor progression (1, 39). These conditions profoundly remodel the tumor microenvironment (TME), driving metabolic reprogramming, immune suppression, and resistance to therapy (17, 18, 40). Recent reviews further emphasize the central roles of STAT family proteins, including STAT1 and STAT3, in orchestrating metabolic reprogramming and transcriptional programs that integrate cytokine signaling, tumor progression, and immune regulation in the TME (41, 42). Hypoxia restricts immune cell infiltration, promotes the accumulation of regulatory T cells (Tregs) and myeloid-derived suppressor cells (MDSCs), and induces PD-L1 expression in both tumor and stromal compartments (17, 18). These adaptive responses converge on central signaling hubs—including HIF-1α, STATs, NF-κB, VEGFA and PI3K–mTOR—which collectively coordinate tumor survival and immune evasion (18, 43). In parallel, inflammatory cells such as tumor-associated macrophages (TAMs) contribute to aberrant and leaky vasculature, further exacerbating intratumoral hypoxia (17, 36, 40, 44, 45).These observations prompted our interest in the interaction between hypoxia and IFN-γ signaling, as IFN-γ and other cytokines secreted by tumor-infiltrating lymphocytes (TILs) robustly activate the JAK–STAT pathway and may synergize with hypoxic stress to shape immune escape mechanisms (21, 43).

In this study, we identify a critical interplay between IFN-γ signaling and hypoxia in regulating tumor immune evasion. We demonstrate that STAT1 predominantly mediates IFN-γ–induced PD-L1 expression, whereas STAT3 promotes cancer stemness, with reciprocal regulation between these pathways (**Figures 1**, **2**). Consistent with these findings, recent publications highlight the multifaceted roles of STAT3 in cancer, including promotion of proliferation, survival, angiogenesis, immunosuppression, and stemness, making it a key mediator of tumor immune evasion and a promising therapeutic target (30, 31, 46). Although IFN-γ potently induces PD-L1 expression in tumor cells, perturbation of IFN-γ signaling triggers compensatory mechanisms that preserve immune resistance. Notably, PD-L1 expression is regulated by multiple pathways in cancer cells, and several mechanistic studies have mapped diverse upstream regulators of PD-L1 beyond IFN-γ signaling, further supporting the complexity of immune checkpoint control (47). Consistent with this finding, selective inhibition of STAT1 or STAT3 alone resulted in compensatory activation of the alternate pathway, underscoring the limitations of single-axis therapeutic strategies targeting the IFN-γ–STAT axis.

We further show that Niclosamide, an FDA-approved anthelmintic drug, functions as a dual inhibitor of STAT1 and STAT3 in the MC38 tumor model. Unlike selective STAT inhibitors, Niclosamide simultaneously suppressed PD-L1 upregulation, reduced cancer stem cell (CSC) enrichment, and partially attenuated hypoxia-induced HIF-1α signaling (**Figure 3**, **Figure 5**). Functionally, Niclosamide restored T cell cytotoxicity, enhanced T cell infiltration, and reduced T cell exhaustion within a hypoxic TME (**Figure 7**). Given its oral bioavailability, low cost, and long-standing clinical safety profile, Niclosamide represents an attractive candidate for rapid clinical translation as an adjuvant to immune checkpoint blockade (ICB). By concurrently targeting STAT1/STAT3 signaling and hypoxia-driven adaptive programs, Niclosamide may expand the therapeutic benefit of ICB in tumors that are otherwise refractory to immunotherapy. It is also important to note that Niclosamide has been reported to exert anticancer effects through multiple signaling pathways beyond JAK–STAT, including Wnt/β-catenin, mTOR, and NF-κB signaling (34, 48, 49). While the present study primarily focuses on the role of Niclosamide in modulating IFN-γ–dependent STAT1 and STAT3 activation, it is plausible that inhibition of these additional pathways may also contribute to the observed immunomodulatory and antitumor effects. Given the extensive crosstalk among STAT, NF-κB, metabolic, and stemness-associated pathways within the tumor microenvironment, the therapeutic efficacy of Niclosamide likely reflects coordinated modulation of multiple signaling networks rather than exclusive targeting of a single axis. Dissecting the relative contribution and potential synergy among these pathways will be an important direction for future investigation.

Our findings also provide mechanistic insight into the paradoxical role of IFN-γ in tumor immunity. While IFN-γ enhances T cell recruitment and activation, it simultaneously drives PD-L1 expression and T cell exhaustion, particularly under hypoxic conditions (**Figure 5**, **Figure 6**). This duality highlights the complexity of cytokine signaling within the TME and underscores the need for carefully balanced therapeutic strategies when modulating IFN-γ–dependent pathways.

Despite these insights, several limitations of this study should be acknowledged. First, our conclusions are primarily derived from *in vitro* and *ex vivo* systems, including tumor spheroids and T cell co-culture models. While these approaches recapitulate key features of hypoxia and immune suppression, *in vivo* validation will be required to fully assess therapeutic efficacy, immune dynamics, and safety in an intact immune system. In addition, Ki-67 staining could provide a complementary marker to further evaluate T cell proliferative capacity in our co-culture models.

Second, although robust immunomodulatory effects were observed in the MC38 model, additional validation across diverse tumor models and patient-derived clinical samples would strengthen the generalizability and translational relevance of our findings. Given tumor-type–specific differences in STAT signaling and hypoxic adaptation, such studies may help define the broader applicability of dual STAT1/3 targeting. Moreover, the potential synergistic effects of Niclosamide in combination with immunotherapeutic approaches - particularly immune checkpoint blockade - warrant systematic investigation *in vivo*.

Third, the RNA-seq analysis in this study was performed using a single biological sample per condition and was intended as an exploratory approach to identify candidate pathways regulated by IFN-γ and hypoxia. While quantitate real-time PCR was used to validate some of the genetic changes revealed by coherent pathway-level trends (**Figure 4**), future studies incorporating additional biological replicates will be necessary to strengthen statistical power and validate individual gene-level changes. In addition, although we observed a strong association between CXCL10 expression and T cell infiltration, this relationship remains correlative in the current study. We therefore explicitly acknowledge this limitation and propose the CXCL10–CXCR3 signaling axis as a potential mechanistic pathway for future investigation.

Finally, the precise molecular mechanism by which Niclosamide inhibits STAT1 and STAT3 remains to be fully elucidated. Based on prior studies, Niclosamide may interfere with upstream JAK kinase activity, STAT phosphorylation dynamics, or nuclear translocation, or indirectly modulate STAT signaling through metabolic or mitochondrial stress pathways, particularly under hypoxic conditions. Likewise, the molecular basis of reciprocal STAT1–STAT3 regulation within the tumor microenvironment—potentially involving competition for upstream kinases, transcriptional co-factors, or chromatin occupancy in response to IFN-γ and hypoxia—remains incompletely understood and merits further mechanistic investigation.

In conclusion, our study demonstrates that simultaneous targeting of STAT1- and STAT3-dependent IFN-γ signaling represents an effective strategy to overcome hypoxia-associated immune evasion. We identify Niclosamide as a dual STAT1/3 inhibitor that disrupts IFN-γ- and hypoxia-driven adaptive resistance, restores T cell function, and limits tumor plasticity. These findings provide a strong rationale for future *in vivo* studies and clinical evaluation of Niclosamide as a repurposed adjuvant agent in combination immunotherapy for refractory solid tumors.

## Data Availability

The RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE320497. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Identifying the therapeutic potential of niclosamide in overcoming IFN-gamma dependent cancer immune evasion in the tumor microenvironment
**Source:** Front Immunol. 2026 Mar 16;17:1761715. doi: 10.3389/fimmu.2026.1761715
**Supplement:** Supplementary file 1

**Supplemental Fig. 1 PD-L1 upregulation was observed on the surface of MC38 tumor cells with IFN $\gamma$  treatment of different dosages and time periods.**

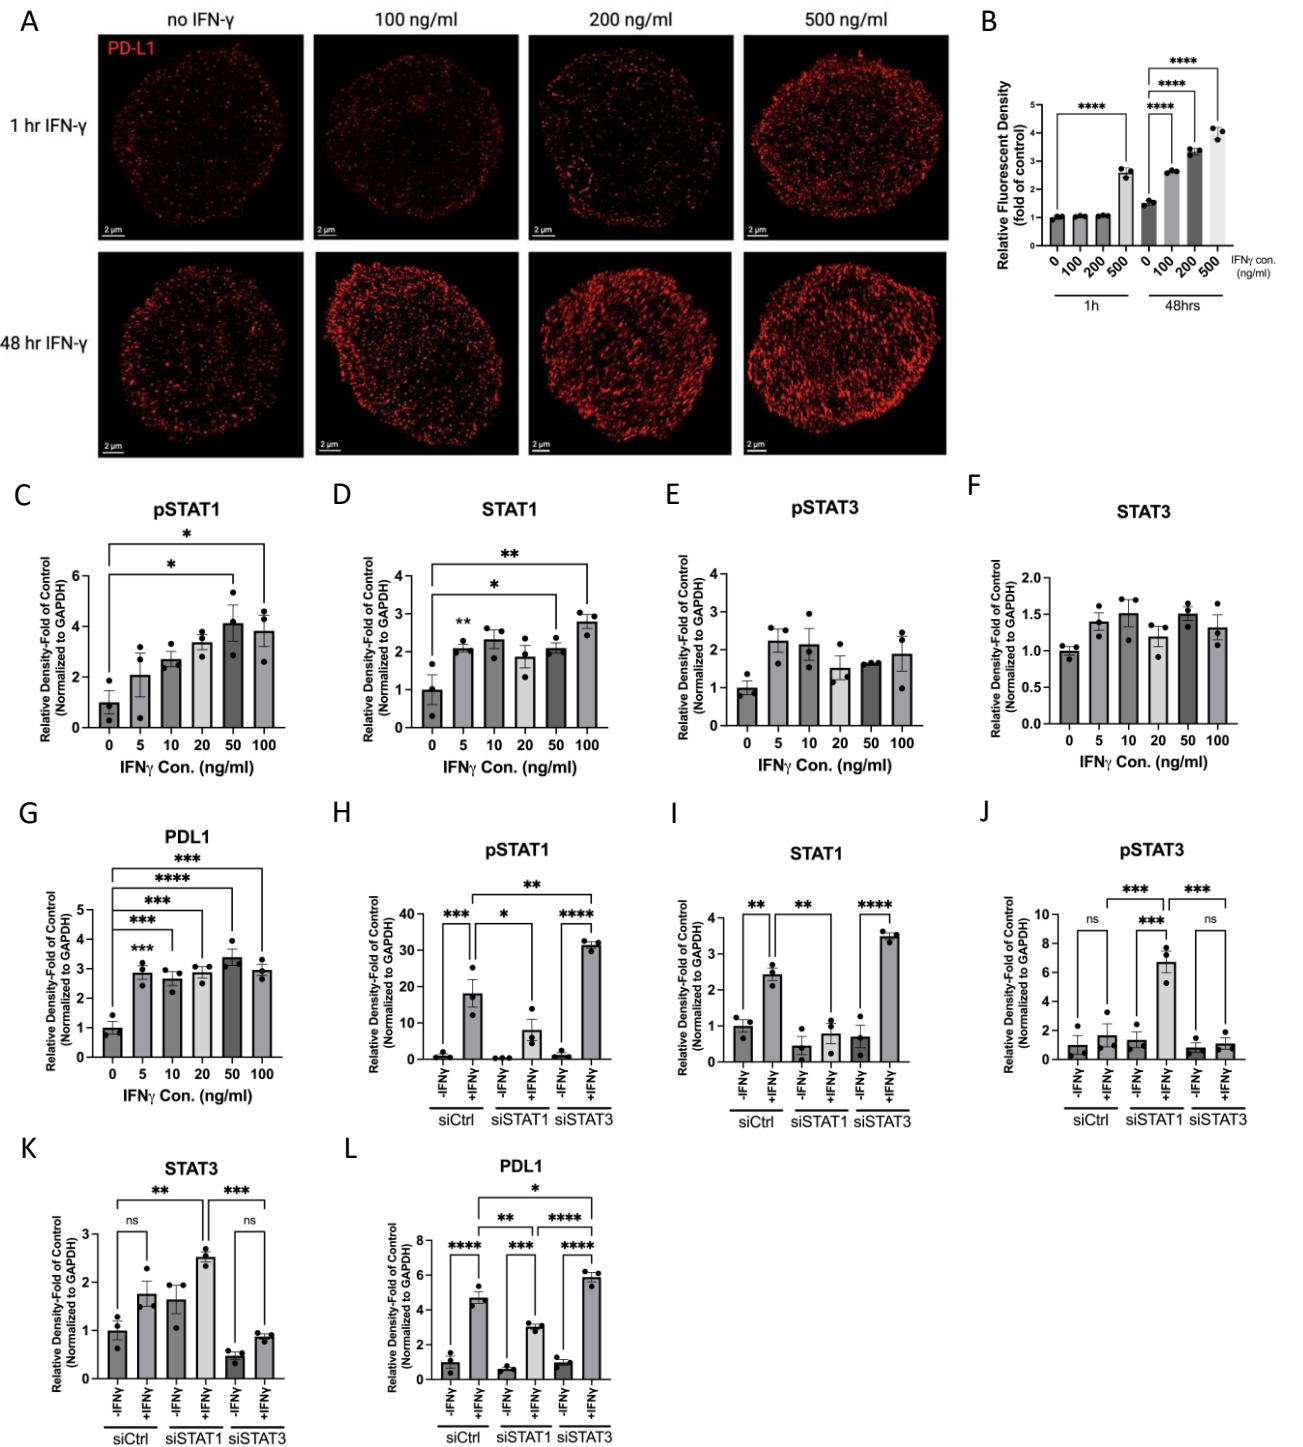

**Supplemental Figure 1. PD-L1 upregulation was observed on the surface of MC38 tumor cells with IFN $\gamma$  treatment of different dosages and time periods.** (A) Confocal image of immune fluorescent staining of surface PDL1 on MC38 cells. (B) Quantification of fluorescent density to area in panel A. (C-G) Densitometric quantification of STAT1, STAT3, pSTAT1, and pSTAT3 normalized to GAPDH in Figure 1K. (H-L) Densitometric quantification of STAT1, STAT3, pSTAT1, and pSTAT3 normalized to GAPDH in Figure 1L. The results are expressed as the mean  $\pm$  SEM of triplicate measurements in each group. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

**Supplemental Fig. 2 PD-L1 upregulation by IFN $\gamma$  was observed in induced MC38 tumor spheres, which exhibited more CSC features.**

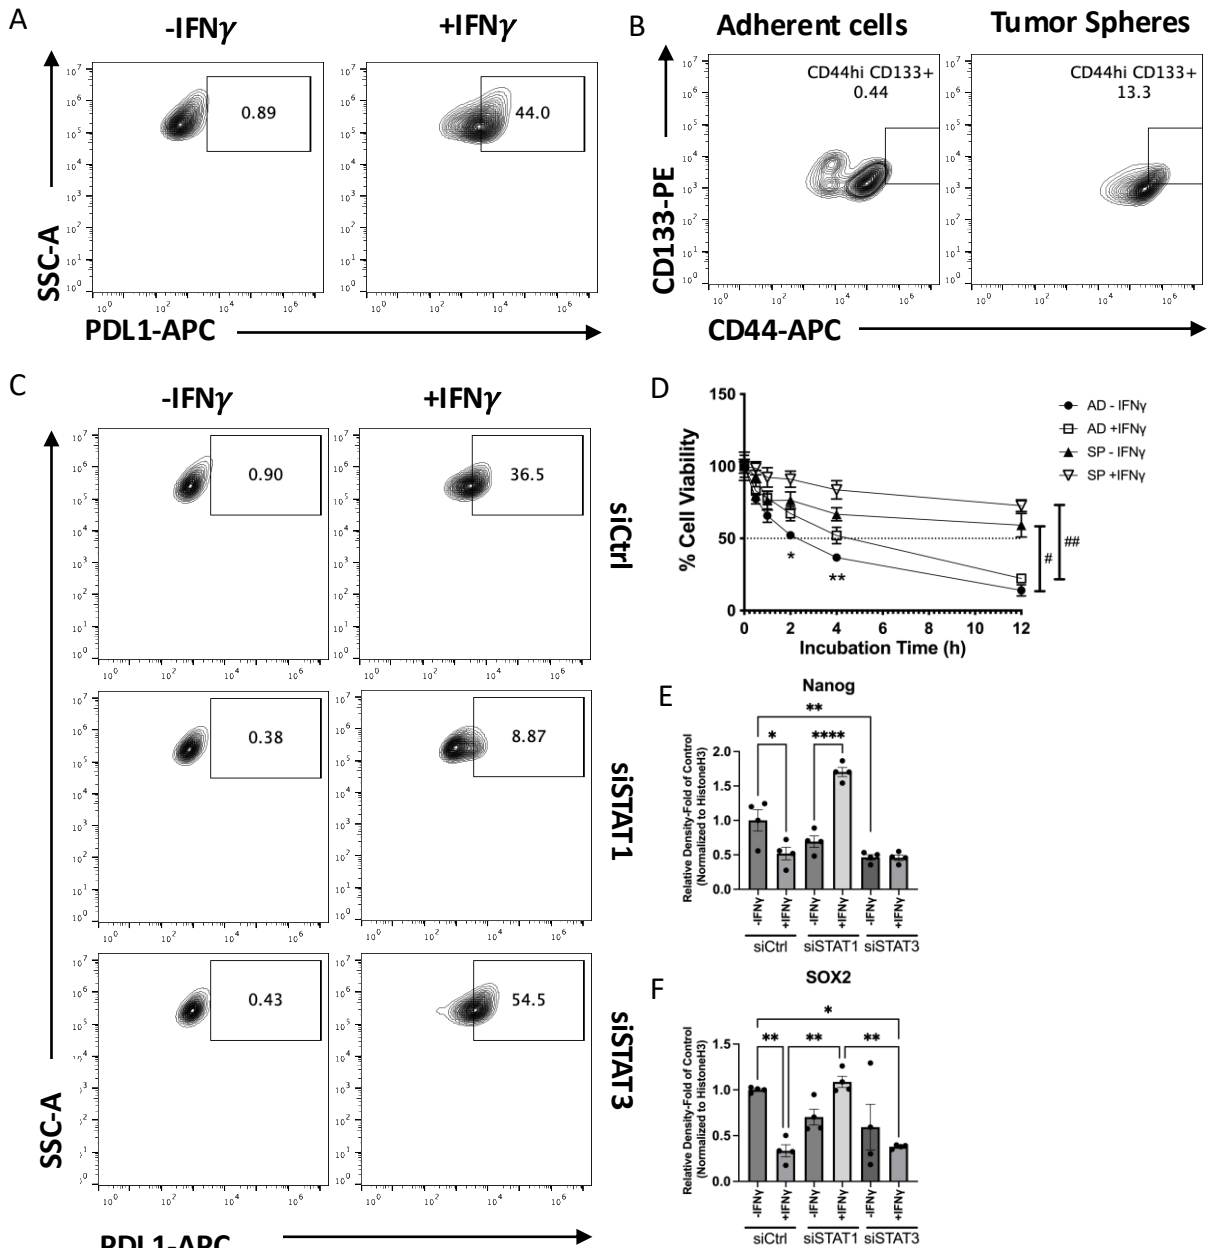

**Supplemental Figure 2. PD-L1 upregulation by IFN $\gamma$  was observed in induced MC38 tumor spheres, which exhibited more CSC features.** (A) PD-L1 expression in MC38 tumor spheres level was measured by FACS. (B) Flow analysis revealed that the stem cell-like population was much more in tumor spheres compared to adherent cells. (C) The PD-L1 expression in MC38 cells treated with siRNA of scramble control, STAT1 or STAT3. (D) Tumor spheres show more resistant to T cells compared to adherent MC38 cells when co-cultured with T cells. (E-F) Densitometric quantification of SOX2 and Nanog normalized to Histone H3 in Figure 2L. The results are expressed as the mean  $\pm$  SEM of triplicate measurements in each group. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, \*\*\*\* $p$ <0.0001.

# Supplemental Fig. 3 Treatment of IFN $\gamma$ affect tumor cells' viability while co-cultured with primary T cells.

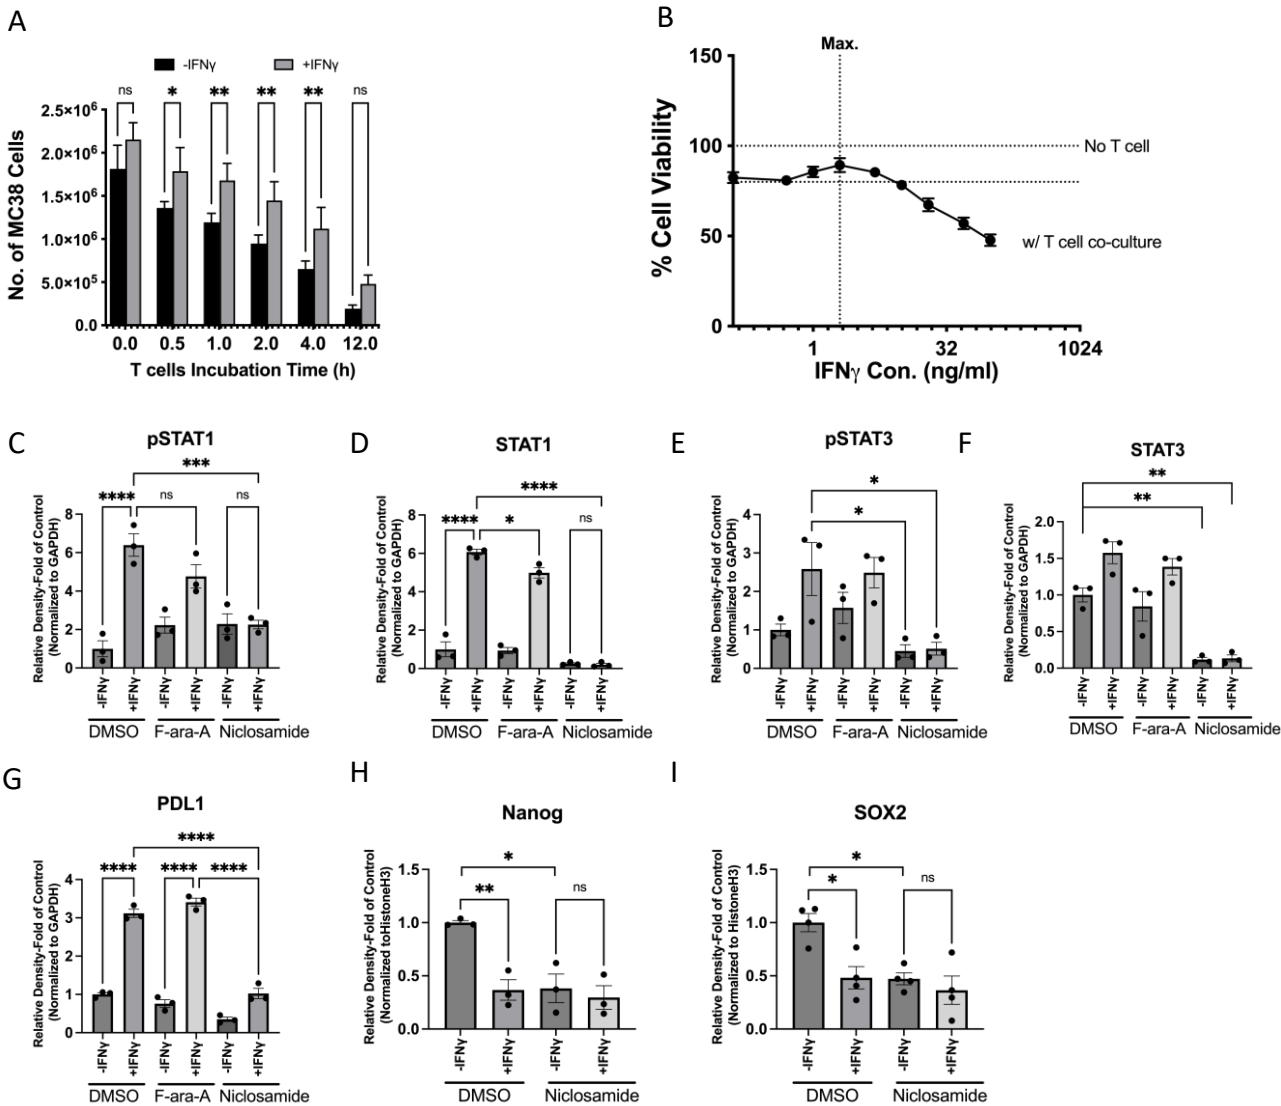

**Supplemental Figure 3. Treatment of IFN $\gamma$  affect tumor cells' viability while co-cultured with primary T cells.**

(A) Live cells number of MC38 cells pre-treated with or without IFN $\gamma$  and then co-cultured with primary T cells of different time period were measured by Trypan Blue assay. (B) Cell viability of MC38 cells pre-treated with different dose of IFN $\gamma$  and co-cultured with primary T cells were measured by CCK8 assay. (C-G) Densitometric quantification of STAT1, STAT3, pSTAT1, and pSTAT3 normalized to GAPDH in Figure 3A. (H-I) Densitometric quantification of SOX2 and Nanog normalized to Histone H3 in Figure 3F. The results are expressed as the mean  $\pm$  SEM of triplicate measurements in each group. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, \*\*\*\* $p$ <0.0001.

**Supplemental Fig. 4 Niclosamide reduce tumor spheres formation with or without IFN $\gamma$ , while also decrease PDL1 expression in tumor spheres.**

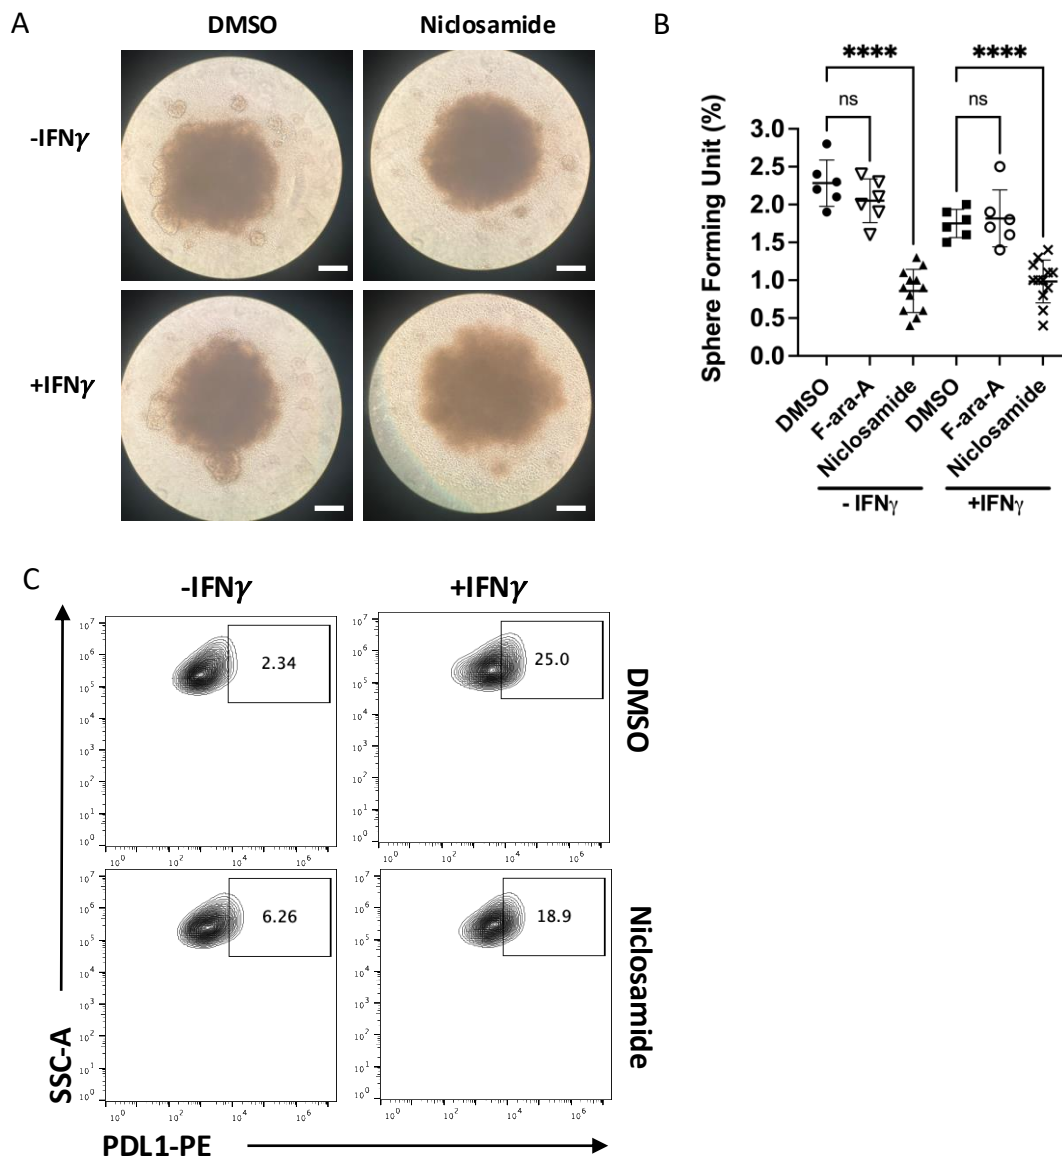

**Supplemental Figure 4. Niclosamide reduce tumor spheres formation with or without IFN $\gamma$ .** (A-B) The tumor spheres forming unit in the MC38 cells were significantly reduced when treated with Niclosamide, but not with fludarabine (F-ara-A) scale bar: 200 $\mu$ m. (C) Niclosamide show partially blocking of the IFN $\gamma$  induced up-regulation of PDL1 in MC38 tumor spheres. The results are expressed as the mean  $\pm$  SEM of triplicate measurements in each group, \*\*\*\*p<0.0001.

## Supplemental Fig. 5 Hypoxia condition interfere with IFN $\gamma$ effect on tumor cells' expression of PD-L1 and STATs.

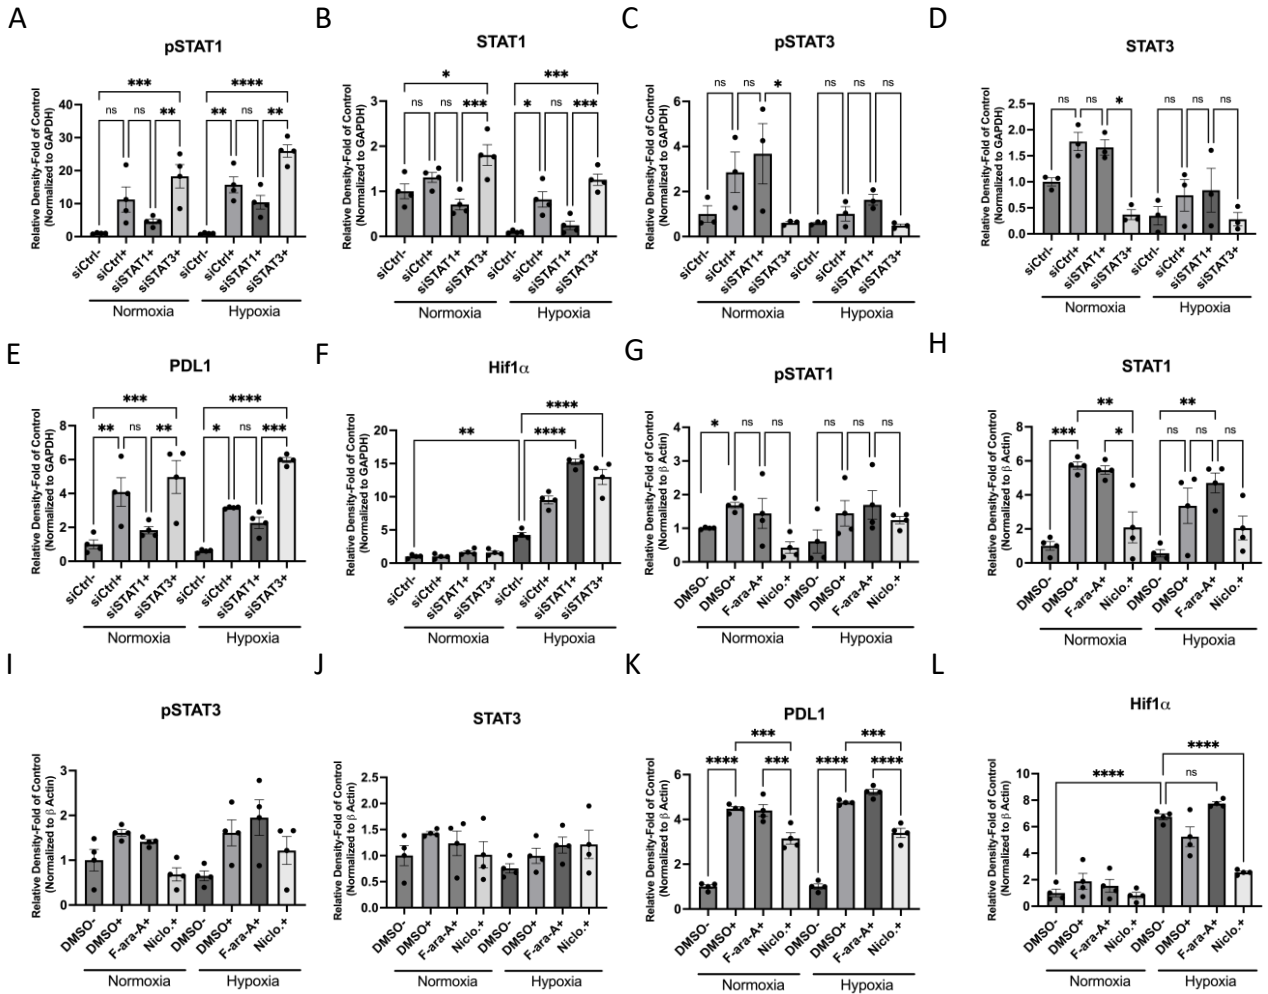

**Supplemental Figure 5. Hypoxia condition interfere with IFN $\gamma$  effect on tumor cells' expression of PDL1 and STATs.**

(A-F) Densitometric quantification of STAT1, STAT3, pSTAT1, pSTAT3 and Hif1 $\alpha$  normalized to GAPDH in Figure 5A. The siCtrl-, siCtrl+, siSTAT1+, siSTAT3+ on the X-axis indicating: MC38 cells treated with siCtrl and without IFN $\gamma$ , treated with siCtrl and IFN $\gamma$ , treated with siSTAT1 and IFN $\gamma$ , treated with siSTAT3 and IFN $\gamma$ . (G-L) Densitometric quantification of STAT1, STAT3, pSTAT1, pSTAT3 and Hif1 $\alpha$  normalized to beta Actin in Figure 5B. The DMSO-, DMSO+, F-ara-A+, Niclosamide+ on the X-axis indicating: MC38 cells treated with 0.5% DMSO and without IFN $\gamma$ , treated with 0.5%DMSO and IFN $\gamma$ , treated with Fludarabine and IFN $\gamma$ , treated with Niclosamide and IFN $\gamma$ . The results are expressed as the mean  $\pm$  SEM of triplicate measurements in each group. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

Supplemental Fig. 6 Mouse CD8+ T cells co-cultured with MC38 tumor cells were induced to massive exhaustion under hypoxia condition, and co-cultured with tumor spheroids reduced T cell proliferation.

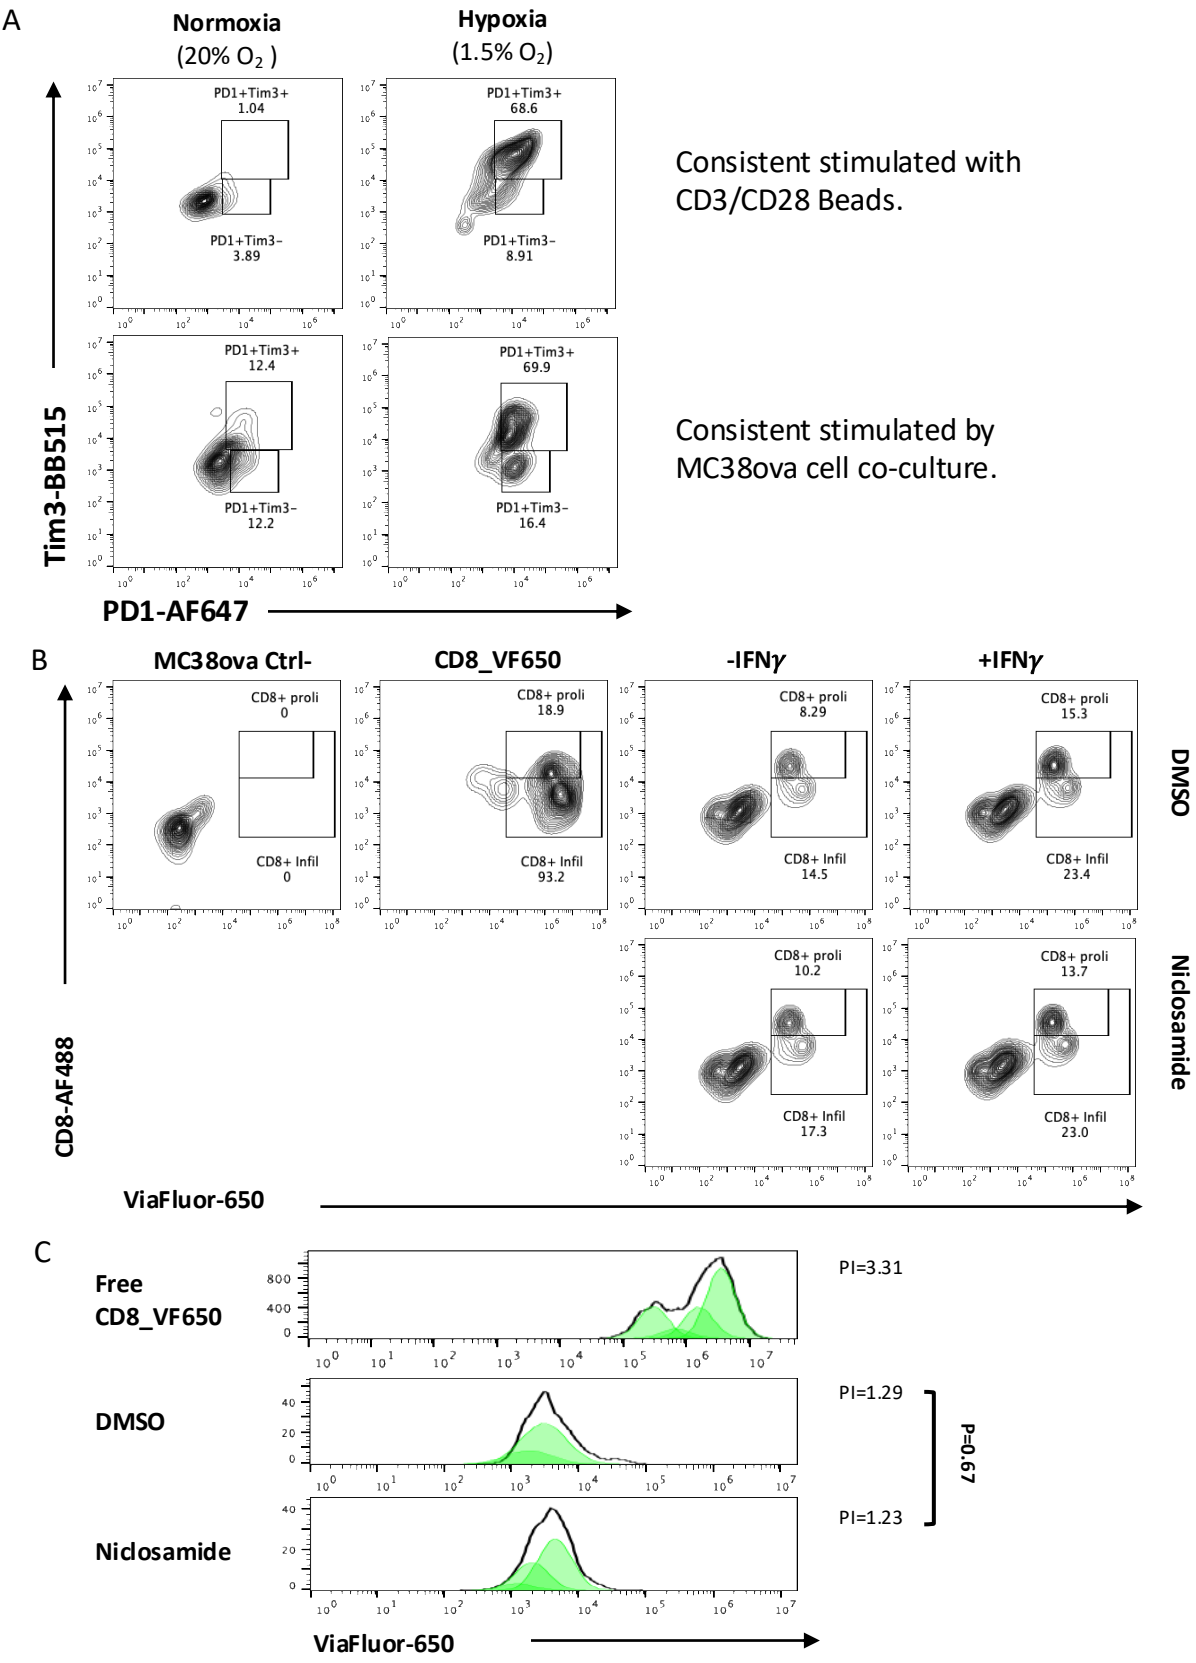

**Supplemental Figure 6. Mouse primary CD8+ T cells co-cultured with MC38 tumor cells were induced to massive exhaustion under hypoxia condition, and co-cultured with tumor spheroids reduced T cell proliferation. (A)** The flow analysis of two different protocol of inducing T cell exhaustion *in vitro*. Upper panel: the primary T cells were co-cultured with CD3/CD28 beads for 7 days. Lower panel: the primary T cells were co-coculture with MC38-OVA cells for 7 days. **(B)** Flow analysis of control MC38ova cells (without staining), CD8+T cells labeled with ViaFluor650, and CD8+ T cells get infiltrated into tumor spheroids, with or without IFN $\gamma$ . The gating cell populations are CD8+ T cell get infiltrated into tumor spheres **(CD8+ Infil)**, and CD8+ T cells get proliferated after infiltration **(CD8+ proli)**. **(C)** Representative ViaFluor 650 dilution histograms showing that T cell proliferation Index was not changed by Niclosamide. Quantification of proliferation index (PI) across biological replicates is shown on the right; data are presented as mean  $\pm$  SEM; p-values were calculated using permutation tests.

Supplemental Fig. 7 Mouse CD8+ T cells co-cultured with tumor spheroids with different STAT1/STAT3 Knock down shown different T cell infiltration.

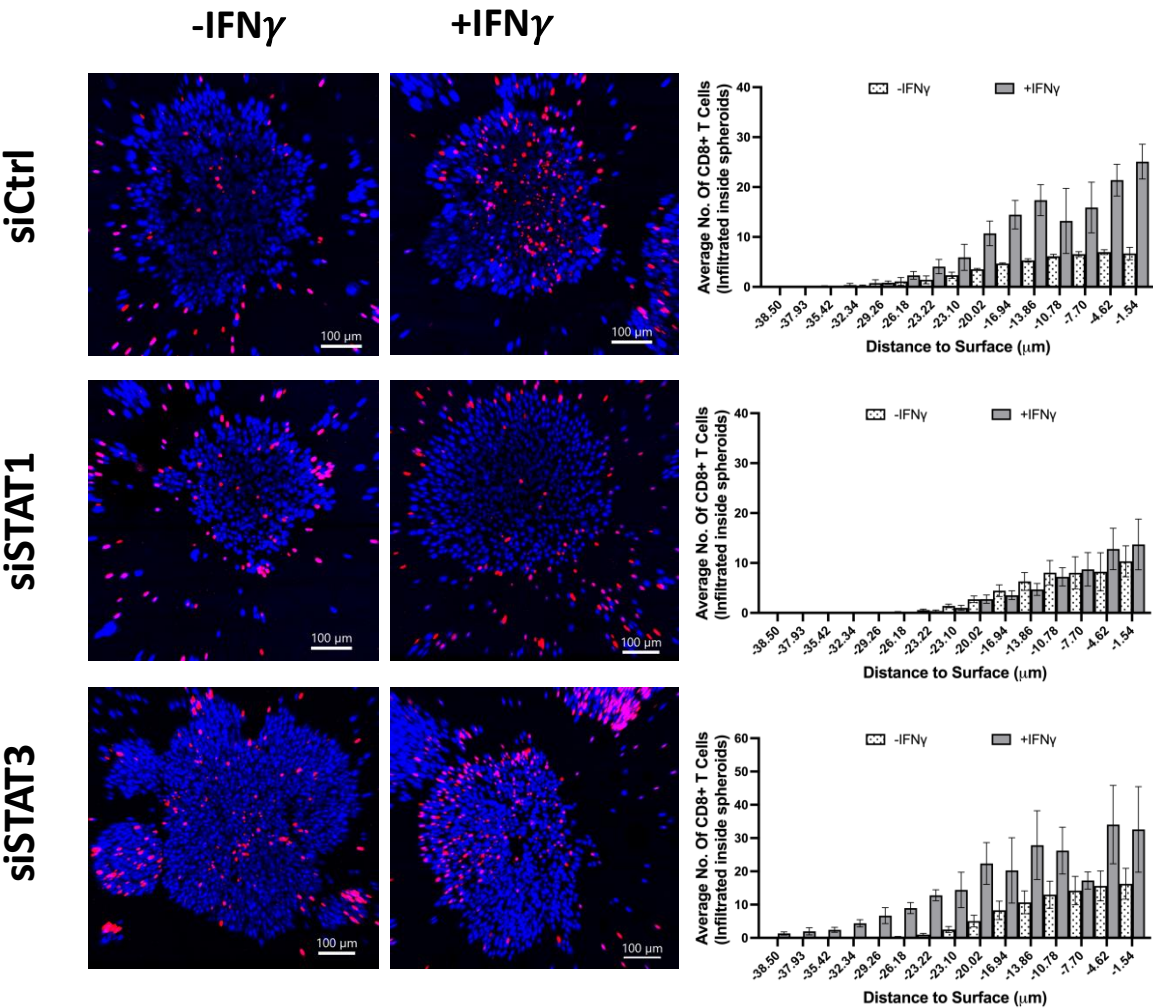

Supplemental Figure 7. Mouse primary CD8+ T cells co-cultured with tumor spheroids with different STAT1/STAT3 Knock down shown different T cell infiltration. Left panel: CD8+ T cell was tracked after labeling with the ViaFluor650. Right panel: T cell-to-tumor spheroid surface distances were quantified using the surface function in Imaris.

# Supplementary material for: Identifying the therapeutic potential of niclosamide in overcoming IFN-gamma dependent cancer immune evasion in the tumor microenvironment
**Source:** Front Immunol. 2026 Mar 16;17:1761715. doi: 10.3389/fimmu.2026.1761715
**Supplement:** Supplementary file 2

## Supplemental Table 1

| Name       | Sequence                 |
|------------|--------------------------|
| m GAPDH_F  | CATCACTGCCACCCAGAAGACTG  |
| m GAPDH_R  | ATGCCAGTGAGCTTCCCGTTCAG  |
| m PDL1_F   | TGCGGACTACAAGCGAATCACG   |
| m PDL1_R   | CTCAGCTTCTGGATAACCCTCG   |
| m STAT1_F  | GCCTCTCATTGTCACCGAAGAAC  |
| m STAT1_R  | TGGCTGACGTTGGAGATCACCA   |
| m STAT3_F  | AGGAGTCTAACAACGGCAGCCT   |
| m STAT3_R  | GTGGTACACCTCAGTCTCGAAG   |
| m SOX2_F   | AACGGCAGCTACAGCATGATGC   |
| m SOX2_R   | CGAGCTGGTCATGGAGTTGTAC   |
| m OCT4_F   | CAGCAGATCACTCACATCGCCA   |
| m OCT4_R   | GCCTCATACTCTTCTCGTTGGG   |
| m CD44_F   | CGGAACCACAGCCTCCTTTCAA   |
| m CD44_R   | TGCCATCCGTTCTGAAACCACG   |
| m CD133_F  | CTGCGATAGCATCAGACCAAGC   |
| m CD133_R  | CTTTTGACGAGGCTCTCCAGATC  |
| m Hif1a_R  | CCTGCACTGAATCAAGAGGTTGC  |
| m Hif1a_F  | CCATCAGAAGGACTTGCTGGCT   |
| m CXCL10_F | ATCATCCCTGCGAGCCTATCCT   |
| m CXCL10_R | GACCTTTTTTGGCTAAACGCTTTC |
| m IL15_F   | GTAGGTCTCCCTAAAACAGAGGC  |
| m IL15_R   | TCCAGGAGAAAGCAGTTCATTGC  |
| m cMYC_F   | TCGCTGCTGTCCTCCGAGTCC    |
| m cMYC_R   | GGTTTGCCTCTTCTCCACAGAC   |
| m MCL-1_F  | AGCTTCATCGAACCATTAGCAGAA |

# Supplementary material for: Identifying the therapeutic potential of niclosamide in overcoming IFN-gamma dependent cancer immune evasion in the tumor microenvironment
**Source:** Front Immunol. 2026 Mar 16;17:1761715. doi: 10.3389/fimmu.2026.1761715
**Supplement:** Supplementary file 3

**Supplemental Table 2**

| <b>No</b> | <b>Antibody</b>                                    | <b>Species</b>   | <b>Application</b> | <b>Dilution</b> | <b>Manufacturer</b> | <b>Cat. No.</b> |
|-----------|----------------------------------------------------|------------------|--------------------|-----------------|---------------------|-----------------|
| 1         | APC anti-mouse CD274 (B7-H1, PD-L1) Antibody       | rat              | flow, IF           | 1:100           | biolegend           | 124312          |
| 2         | FITC anti-mouse/human Ki-67 Antibody               | rat              | flow, IF           | 1:100           | biolegend           | 151211          |
| 3         | APC anti-mouse/human CD44 Recombinant Antibody     | rat              | flow               | 1:100           | biolegend           | 163603          |
| 4         | PE anti-mouse CD133 Antibody                       | rat              | flow               | 1:100           | biolegend           | 141203          |
| 5         | BD Horizon™ BB515 Mouse Anti-Mouse CD366 (TIM-3)   | rat              | flow               | 1:100           | BD Biosciences      | 567810          |
| 6         | Alexa Fluor® 647 anti-mouse CD279 (PD-1) Antibody  | rat              | flow               | 1:100           | biolegend           | 135230          |
| 7         | Alexa Fluor® 488 anti-mouse CD8a Antibody          | rat              | flow               | 1:100           | biolegend           | 100723          |
| 8         | APC anti-mouse B7-H4 (B7S1, B7X) Antibody          | Armenian Hamster | flow               | 1:100           | biolegend           | 139407          |
| 9         | PD-L1 (D4H1Z) Rabbit mAb #60475                    | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 60475T          |
| 10        | β-Actin (8H10D10) Mouse mAb #3700                  | Mouse            | WB                 | 1:2000          | Cell Signaling      | 3700S           |
| 11        | GAPDH (D16H11) XP® Rabbit mAb #5174                | Rabbit           | WB                 | 1:2000          | Cell Signaling      | 5174S           |
| 12        | Phospho-Stat3 (Tyr705) (D3A7) XP® Rabbit mAb #9145 | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 9145S           |
| 13        | Stat3 (79D7) Rabbit mAb #4904                      | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 4904S           |
| 14        | Phospho-Stat1 (Tyr701) (58D6) Rabbit mAb #9167     | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 9167S           |
| 15        | Stat1 Antibody #9172                               | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 9172S           |
| 16        | Sox2 (D6D9) XP® Rabbit mAb #3579                   | Rabbit           | WB                 | 1:1000          | Cell Signaling      | 3579S           |
| 17        | Nanog (D2A3) XP® Rabbit mAb #8822                  | Rabbit           | WB                 | 1:500           | Cell Signaling      | 8822T           |
| 18        | Histone H3 (1B1B2) Mouse mAb #14269                | Mouse            | WB                 | 1:500           | Cell Signaling      | 14269T          |
| 19        | HIF-1α (D1S7W) XP® Rabbit mAb #36169               | Rabbit           | WB                 | 1:500           | Cell Signaling      | 36169T          |
| 20        | Anti-rabbit IgG, HRP-linked Antibody #7074         | Goat             | WB                 | 1:5000          | Cell Signaling      | 7074S           |
| 21        | Anti-mouse IgG, HRP-linked Antibody #7076          | Horse            | WB                 | 1:5000          | Cell Signaling      | 7076S           |

How the deposited data were processed for this re-analysis (not part of the article)

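Gene expression was measured by RNA-seq in MC38 mouse colon carcinoma cells under 4 conditions, without or with IFN-γ at 5 ng/mL for 24 h and under normoxic (20% oxygen) or hypoxic (1.5% oxygen) conditions, with 1 library per condition. The company that made the libraries selected poly-A RNA, kept the strand and sequenced both ends of each fragment on a DNBSEQ instrument. The paper's text says that total RNA was sequenced, and the sample labels describe the poly-A selection. Reads were aligned with HISAT2. The authors deposited whole-number counts of reads per gene in 1 table for all 4 libraries, and did not normalize or filter these counts. Which program counted the reads, which genome build and annotation it used, and how it treated reads that match several genes are not named in the paper's text or the sample labels, so no coordinates are given. The paper calls differentially expressed genes with the DNBSEQ package at P < 0.05, and the test inside that package is not named.

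The table lists 27179 genes by NCBI gene ID. Gene symbols were taken from an NCBI table for the assembly GRCm38.p6, which was used for names only and matched 25275 of the IDs, 13209 of the 13580 tested genes among them. Each column of the table carries the name of 1 sample as the paper lists it, and no column was left without a sample. The totals ran from 34302971 to 34537939 counts with a median of 34467445. At these depths the floor of 3 counts, under which a gene cannot be told from absent, corresponds to about 0.0876 CPM. The 10 genes with most counts took between 5.32% and 5.71% of each library. The sample labels and the paper give no sequencing batch.

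The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts as deposited, with TMM normalization, edgeR's filter for lowly expressed genes at its default minimum of 10 counts, an additive model with oxygen and IFN-γ as its terms, and Benjamini-Hochberg adjustment at 0.05. Because no condition has a replicate, the spread in this model is the departure of each gene from additivity, at 1 residual degree of freedom per gene and pooled across genes. It mixes differences between cultures with any true interaction between IFN-γ and hypoxia, which counts as spread. Variation between replicate cultures is not measured on its own. Single-pair changes are log2 ratios of TMM-normalized CPM with 0.5 counts added, with exact conditional 95% intervals (Clopper-Pearson) for the 2 counts. The difference between the IFN-γ changes under hypoxic and normoxic conditions has a 95% interval from Poisson counting error and a percentile among the 500 genes nearest in mean expression. It was not tested. All these intervals cover counting error only. Fold changes against libraries at or under 3 counts are given as lower bounds against 3 counts.

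The gene lists were IFN-γ response, MHC class I antigen presentation, hypoxia response, JAK-STAT pathway members, STAT3 targets, stem cell markers, immune checkpoint ligands, T cell attracting chemokines, proliferation and cytoplasmic ribosomal proteins. The median change of each was set against 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The named genes are those the paper names for Figure 4, except 1 gene that is not reported here, with Nanog and Mki67, list members where a list is described, and, for each stimulus, the 5 raised and 5 lowered genes with the largest log2 change among those with an adjusted p under 0.05, the same sign in both pairs and a mean of at least 50 counts per library. For the difference between the IFN-γ changes, the 5 largest and 5 smallest among genes with at least 100 counts in every library were named. The lists, the rule for names, the main test and all alternatives but 1 were fixed before the data were examined.

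The alternatives were DESeq2's size factors in place of TMM in edgeR, DESeq2's Wald test (DESeq2 1.42.0), no filter on low counts, at least 10 counts in every library, a comparison of 2 libraries with 2 without the other stimulus by edgeR and by DESeq2, unadjusted p-values, a log2 change of at least 1 in addition to the adjusted p, each pair of libraries alone, total counts in place of TMM, 5 counts added in place of 0.5, and stricter minimum counts for lists and induced genes. Tested on simulated data with the real means and library sizes, edgeR recovered 90% of 200 changed genes, 4.26% of 188 calls were unchanged genes, and no gene was called when nothing changed. The simulated changes were log2 changes of 1 or 2 in either direction, with the pooled dispersion for every gene and no interaction. The real calls had smaller median log2 changes, 0.65 and -0.32 with IFN-γ and 0.37 and -0.25 with hypoxia. These rates therefore do not carry over to the real calls. In a second simulation with Poisson error, 95.7% of 10488 unchanged genes lay inside the interval of the difference, and 4 of 100 random lists fell outside the central 95% of percentiles.

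Sequence checks used the transcripts of the reference assembly. For each gene, the share of its 31-base words that also occur in another annotated gene was taken as a measure of reads that could have been split between copies, and a gene with at least 20% was treated as uncertain. The published real-time PCR primer pairs were searched in the same transcripts for sites with an exact match of the last 12 bases and at most 3 mismatches in all. The lists, intervals and sequence checks were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The real-time PCR, flow cytometry, western blot, immunofluorescence and co-culture experiments of the paper were not analysed here.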

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

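The checks of counting error for Nos2, Ifi209, Csta2 and Misp, and those of shared words for Ifi209, Csta2 and Misp, were chosen after the results were seen. With 1 library per condition, none of the differences between the IFN-γ changes below was tested, and variation between independent cultures was not measured.

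For 5 genes with at least 100 counts in every library, IFN-γ went with a change in one direction under normoxic and in the other under hypoxic conditions, each by at least 0.4 on the log2 scale. Rfesd changed by -0.54 and 0.44, a difference of 0.979. Anxa9 changed by -0.57 and 0.44 (difference 1.01), and Lmntd2 by -0.42 and 0.42 (difference 0.836). In the other direction, Zfp982 changed by 0.41 and -0.57 (difference -0.978), and Sqor by 0.43 and -0.48 (difference -0.907). The 4 libraries of Sqor held 154, 196, 205 and 139 counts in the order control normoxia, control hypoxia, IFN-γ normoxia and IFN-γ hypoxia. Simulated counts argue against counting error: with Poisson error around the additive fit, 100 simulations gave 0.05 such genes on average and at most 1. With the pooled dispersion of the additive fit added, they gave 0.25 on average and at most 3. GC content is not the whole cause, since 4 genes met the same rule after the median of GC bins was removed from both changes, 3 of them among the 5 above. Shared words affect Zfp982 (29.7%), whereas 4 of the 5 genes share under 20% (Rfesd 2.57%, Anxa9 3.11%, Sqor 0.24% and Lmntd2 0%). In all 5 genes the intervals of both IFN-γ changes exclude 0. This cannot rule out a deviation of 1 culture, because the genes were picked for large changes in both pairs. The intervals also cover counting error only. A deviation of 1 culture, alone or added to an IFN-γ effect, therefore remains open. So do deviations of several cultures and an interaction between IFN-γ and hypoxia. A gene picked as extreme among 10443 may also have a wider spread than the pooled dispersion used in these simulations.

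Nos2, which encodes inducible nitric oxide synthase and is not discussed in the paper, was raised by both stimuli. Its counts were 40 in the control and 292 in the IFN-γ library under normoxic conditions, and 184 and 1099 under hypoxic conditions. The additive log2 changes were 2.67 with IFN-γ (adjusted p = 3.01e-80 from edgeR, higher in both pairs) and 1.98 with hypoxia (adjusted p = 4.88e-46 from edgeR, higher in both pairs). Over the alternative fits the adjusted p ran up to 0.785 for IFN-γ and 0.6 for hypoxia. The largest values came from fits without the other stimulus, where the change with one becomes spread in the test of the other. Among the 238 induced genes it had the highest change of the hypoxic over the normoxic IFN-γ library (1.91). Counting error is excluded, since the lowest lower end of the 4 single-pair intervals was 1.7. No word of its transcripts occurs in another gene (0%). Scaling is too small a cause, since the largest shift that another scaling gave to the median of any single-pair change was -0.024 (total counts only). A joint response to IFN-γ and hypoxia is a hypothesis that this design names and that these libraries alone cannot establish. The 4 single-pair changes ran from 1.91 to 2.87, and a deviation of 1 culture alone could not give all 4, since it would leave 1 pair of each stimulus unchanged. Variation between cultures itself was not measured.

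Misp, Ifi209 and Csta2, which are likewise not discussed, had log2 changes of at least 1 with both stimuli. With hypoxia Misp rose by 1.06, Ifi209 by 1.32 and Csta2 by 1.10. With IFN-γ they rose by 3.28, 1.17 and 2.89. Each was higher in all 4 pairs. The control counts under normoxic conditions were low, at 10, 18 and 7. Even so, the lowest lower end of the single-pair intervals was 0.569 for Misp, 0.483 for Ifi209 and 0.499 for Csta2. The genes were picked for large changes with both stimuli, and the intervals are not adjusted for this picking. They argue against counting error as the whole cause but do not exclude it. Misp shares 0% of its words with another gene. Ifi209 shares 47.2% and Csta2 30.6%, so that a change in these genes and a change in a relative whose reads were counted on them cannot be told apart from the counts alone.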

How the results depend on the processing

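No pairing beyond the 2 terms of the additive model was possible because each condition has 1 library. In the additive model, leaving out any library leaves no residual to test with. A fit without the other stimulus would keep a residual but leave 1 library in a group. The counts of genes were given no such alternative, and single pairs of libraries are given as values only. The counts of genes past the threshold depended strongly on the fit. DESeq2's Wald test with the same model gave 353 genes raised and 16 lowered by IFN-γ, all of them among the genes called in the same direction by edgeR (353 and 16 shared), and 360 raised and 203 lowered by hypoxia (360 and 203 shared). Without the other stimulus in the model, edgeR gave 239 raised and 3 lowered by IFN-γ and 150 and 26 by hypoxia. DESeq2 without the other stimulus gave 317 and 6 by IFN-γ and 432 and 358 by hypoxia. At an unadjusted p under 0.05, 1104 genes were raised and 793 lowered by IFN-γ, and 1913 raised and 1682 lowered by hypoxia. Requiring a log2 change of at least 1 as well left 238 and 8 for IFN-γ and 107 and 8 for hypoxia. The genes lowered by IFN-γ also fell to 71 without the filter, to 74 with at least 10 counts in every library and to 99 with DESeq2's size factors in edgeR. The other 3 counts stayed within 1.5 times their main value under these settings. The 2 changes of the threshold alter the counts by construction. For the others the cause was not tested.

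The share of induced genes with a smaller change under hypoxic conditions was 46.6% and lay between 45.4% and 50.3% over the 4 alternatives set in advance. It was 47.1% without genes whose control libraries were at or under 3 counts, an alternative chosen after seeing the data. The median IFN-γ change of the IFN-γ response list lay between 2.22 and 2.24 under normoxic conditions over 4 alternatives, and the median hypoxia change of the hypoxia response list without IFN-γ between 0.99 and 1.00.

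For the named genes, 38 effects passed the adjusted threshold and 21 of them, on 17 genes, lost it under at least 1 alternative, 5 of them under every alternative. None of the other named effects passed it under an alternative. In all, of 1504 values of single genes and lists under an alternative, 1353 stayed within the limits set for no change, 66 lost significance, 78 moved by more than counting error and 7 changed sign in a test of a single gene or, for a list, by more than counting error. Counting sign alone, 49 values had another sign than the main value, 28 of them from a single pair of libraries against the additive estimate. The other 21 were at most 0.073 in size. The hypoxia change of Stat3 became 0.0012 with edgeR and 0.0042 with DESeq2 without the other stimulus, and the IFN-γ change of Ccl2 became 0.012 in both fits. The IFN-γ change of Jak1 became 0.0031 without the filter and that of Gpr35 0.022 with DESeq2. The median normoxic IFN-γ change of the cytoplasmic ribosomal proteins became -0.024 with total counts in place of TMM. The adjusted p of these single-gene changes was at least 0.998 from edgeR or DESeq2, and the list moved by the shift of that scaling on all genes (-0.024). Of 168 values from a single pair, 74 lay further from the additive estimate than counting error. Among the genes of Figure 4 these include CD274, with hypoxia changes of 0.03 in the control and 0.40 in the IFN-γ pair, and STAT3, with -0.23 and 0.13. Of 871 single-pair and list values under another scaling, added count or minimum, 4 moved, all with 5 counts added and all IFN-γ changes of Batf2, Ido1 or BC023105, whose control counts lie at or under 3. Depth limits those genes to lower bounds and leaves Pou5f1, Prom1 and Nanog without a measurable change.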

Differences from the paper's values

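The values set beside the paper's are the log2 changes of genes marked in the volcano plots, read by eye from the point at which each label's line ends. Whether each line ends at the point of its gene could not be checked from the figure. For PHD2 (Egln1) with hypoxia the paper shows about 1.3 in Fig. 4B, read by eye, against 1.38 here, which is within the limits set for a difference in every setting. For CD274 with IFN-γ the paper shows about 2.8 in Fig. 4A, read by eye, against 2.09 here. For IL15 with IFN-γ it shows about 5.2 in Fig. 4A, read by eye, against 1.65. For JAK1 with hypoxia it shows about 2.2 in Fig. 4B, read by eye, against 0.29. None of the alternatives set before the data were examined, single pairs included, closed the gap for these 3 genes. For CXCL10 with hypoxia the paper shows about -0.5 in Fig. 4B, read by eye, against -0.21 here. Without IFN-γ in the model the value was -0.25 with edgeR and -0.24 with DESeq2, and only there did the paper's value fall within the standard error, because that error rose to 0.7 and 1.1. The other alternatives, single pairs included, did not close the gap.

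Fig. 4A marks only a few genes as lowered by IFN-γ, whereas 149 were lowered here by edgeR. The 149 had no cutoff on the size of the change, and 8 of them had a log2 change of at least 1. The gap therefore depends on the cutoff as well as on the model. Without oxygen in the model the number was 3 with edgeR and 6 with DESeq2, and it was 16 with DESeq2 and oxygen in the model.

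The real-time PCR of the paper is another assay, and its directions were set beside the RNA-seq counts. The paper reports MCL-1 as lower under hypoxic conditions. The RNA-seq log2 change without IFN-γ was -0.04 (95% interval -0.09 to 0.01) and with IFN-γ -0.0021 (95% interval -0.05 to 0.05). SOX2 is reported as lower under hypoxic conditions, and was higher in both pairs of RNA-seq libraries, with an additive log2 change of 0.16. OCT-4 is reported as lower under hypoxic conditions, and the RNA-seq libraries held 1 count of Pou5f1 in all. For CD133, shown as lower under hypoxic conditions in Fig. 4M, they held 2 counts in each hypoxic library and 0 in the normoxic ones. Hif1a is shown as lower under hypoxic conditions in Fig. 4J, and its RNA-seq log2 change was -0.03 (95% interval -0.08 to 0.03) without IFN-γ and -0.08 (95% interval -0.14 to -0.03) with it, where the interval excludes 0 in the direction of the PCR. CD44 is shown as lower under hypoxic conditions in Fig. 4N, with RNA-seq log2 changes of 0.02 (95% interval -0.02 to 0.05) without and -0.03 (95% interval -0.06 to 0.01) with IFN-γ. MCL-1 is shown as lower with IFN-γ under normoxic conditions in Fig. 4I, where the RNA-seq log2 change was -0.0035 (95% interval -0.05 to 0.05). Hif1a is shown as lower with IFN-γ under normoxic conditions in Fig. 4J, against an RNA-seq log2 change of 0.04 (95% interval -0.02 to 0.09). CD44 is shown as lower with IFN-γ under hypoxic conditions in Fig. 4N, and was higher in the RNA-seq libraries by 0.11 (95% interval 0.07 to 0.14).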

Other observations

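The tests on GC content and transcript length as the cause of the whole spread, and the test on the scaling of Cd274 and Cxcl10, were chosen after the results were seen.

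Among the splits of the 4 libraries into 2 and 2, compared by edgeR without another term, the IFN-γ split gave 242 genes with an adjusted p under 0.05, the hypoxia split 176, and the remaining split, which sets control normoxia and IFN-γ hypoxia against the other 2 libraries, 0 (84 at an unadjusted p under 0.05). As many genes as for IFN-γ were found in 1 of the 3 splits (the IFN-γ split itself) and as many as for hypoxia in 2 (the hypoxia and the IFN-γ split). With 3 splits the share cannot go under 0.33, so chance and condition cannot be told apart by this count.

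The IFN-γ changes under hypoxic and normoxic conditions differed by more than counting error. Over genes with at least 100 counts in every library, the robust spread of the differences was 2.04 times that expected from counting. Across the 10105 of these genes with a transcript sequence (96.8%), the difference followed GC content with a Spearman correlation of 0.236, from -0.21 for the IFN-γ change in normoxia and 0.08 in hypoxia. For the hypoxia change the correlation was -0.17 without and 0.05 with IFN-γ. The stronger trends were thus both in pairs that hold the control library under normoxic conditions. The correlation of the difference with transcript length was 0.166, between the limits of 0.1 and 0.2 that had been set for no trend and a trend. Genes are not independent replicates, and no p is given. The GC trend suggests that part of the differences between libraries is technical, and the length trend leaves this open for length. They do not account for the whole spread, which stayed at 1.94 times counting error after the median of GC bins was removed and at 2.00 for length bins. Without genes that share at least 20% of their words it was 2.03. Variation between cultures and true interactions between IFN-γ and hypoxia stay open.

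Near-identical copies were more frequent among the largest differences. Of the 102 genes in the top 1% relative to counting error, 27 (26.5%) share at least 20% of their words with another gene, against 6.5% of the other 10003. Outside this set, Srp54b had counts of 193, 25, 66 and 51 (control normoxia, control hypoxia, IFN-γ normoxia, IFN-γ hypoxia) and a difference of 2.55. Summed over Srp54a, Srp54b and Srp54c, the difference was 0.10. For Ppp1ccb the difference was -1.27, and -0.04 when summed with Ppp1cc. A candidate explanation is that reads were assigned among copies differently from library to library. Entpd4b fits this less well, since its sum with Entpd4 still had a difference of 0.65. Fam177a2, which IFN-γ lowered most among genes with a mean of at least 50 counts per library and the same sign in both pairs, is not explained by its copy Fam177a, as the sum changed by -1.86 and -1.93. Of the 10 genes with the largest and smallest differences, Hoxa3, Cpeb3, Anxa9, Palld, Mlph and Sqor share under 20% of their words, with differences from -0.93 to 1.07.

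Pou5f1, Prom1 and Nanog, the genes of OCT-4, CD133 and NANOG, had 1, 4 and 0 counts over all libraries. Reads lost to copies do not explain this, because at most 10.4% of the words of any of them occur in another gene. As the paper reports real-time PCR values for OCT-4 and CD133, the published primers were searched in all annotated transcripts. The OCT-4 pair matched Pou5f1 with a product of 128 bases and the CD133 pair Prom1 with 132 bases, and 0 other genes carried both sites of either pair. Amplification from another annotated transcript is thus not seen. Transcripts too rare for this depth, and cultures that differed from those sequenced, stay open and were not tested. No biological explanation was tested.

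Cd274 rose and Cxcl10 fell from normoxia to hypoxia among the IFN-γ libraries. The gap between the 2 log2 changes was 0.69 and was 0.676 after the median of GC bins was removed, with both signs as before. GC content thus does not account for the gap, though across genes the change between the IFN-γ libraries hardly followed it (Spearman correlation 0.05). With transcript length the correlation of that change was 0.189. Length was not removed from the gap and stays open as a cause. The gap with total counts only was 0.687, which is fixed by construction, since a scaling moves both genes alike, and says nothing on whether both changes are shifted. Differences between single cultures stay open. Hypoxia acting on the 2 promoters differently is a hypothesis that these libraries cannot test.

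The IFN-γ response list was also slightly higher with hypoxia. Its median change was 0.15 without IFN-γ (0.12 with genes at the floor taken at their bound) and 0.17 with it, both above at least 99.99% of the random lists, and 17 of its 33 genes were raised and 1 lowered by hypoxia at an adjusted p under 0.05 from edgeR. The MHC class I list had a median hypoxia change of 0.06, at percentile 99.43.

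The STAT3 target, stem cell, proliferation and ribosomal lists had medians within 0.1 of 0 for both stimuli. For 17 STAT3 targets, the median change was 0.01 with IFN-γ (percentile 84.27) and -0.02 with hypoxia (percentile 32.48), with Socs3 and Ccnd1 raised by IFN-γ, and Pim1, Junb and Vegfa raised and Ccnd1 lowered by hypoxia (3 and 4 genes changed when adjusted over the list alone). Of 14 stem cell markers 8 were tested, with medians of 0.04 with IFN-γ and 0.03 with hypoxia, inside the range of random lists. Aldh1a1 was the only one of them raised by IFN-γ over all genes tested, and Aldh1a1 and Itgb1 were raised by hypoxia (3 and 2 adjusted over the list alone). The 24 proliferation genes had medians of -0.0043 and -0.05, also inside that range. IFN-γ raised 2 of them, and hypoxia raised 2 and lowered 3 (2 and 5 over the list alone). Mki67 changed by -0.07 with IFN-γ (standard error 0.0493) and 0.05 with hypoxia (standard error 0.0493). The 23 cytoplasmic ribosomal protein genes had medians of -0.04 and -0.06 (percentiles 2.68 and 20.5), with 3 lowered by hypoxia, the same number over the list alone, and none changed by IFN-γ.

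The immune checkpoint and chemokine lists moved further. For the immune checkpoint list the medians were 0.37 and 0.26, at percentiles 99.98 and 99.25, and for the T cell attracting chemokines 0.21 and -0.07, at percentiles 98.89 and 16.74. The hypoxia change of the chemokine list differed between the pairs, with a median of -0.32 without IFN-γ (percentile 0.37) and 0.07 with it (percentile 68.6). With genes of at least 100 counts summed over the 4 libraries, these became -0.21 and -0.07, and the additive median -0.21. With 8 genes that moved both ways, the median of this list is not stable. No biological explanation was tested.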
